# Cellular heterogeneity of circulating CD4^+^CD8^+^ double-positive T cells characterized by single-cell RNA sequencing

**DOI:** 10.1038/s41598-021-03013-4

**Published:** 2021-12-08

**Authors:** Sung Min Choi, Hi Jung Park, Eun A. Choi, Kyeong Cheon Jung, Jae Il Lee

**Keywords:** Lymphocytes, Translational immunology, High-throughput screening

## Abstract

Circulating CD4^+^CD8^+^ double-positive (DP) T cells are associated with a variety of disease states. However, unlike conventional T cells, the composition of this population is poorly understood. Here, we used single-cell RNA sequencing (scRNA-seq) to analyze the composition and characteristics of the DP T cell population circulating in the peripheral blood of cynomolgus monkeys. We found that circulating DP T cells not only contain a large number of naïve cells, but also comprise a heterogeneous population (CD4 CTL-, Eomes^+^ Tr1-, Th2-, Th17-, Tfh-, Treg-, CD8 CTL-, and innate-like cells) with multiple potential functions. Flow cytometry analysis revealed that a substantial number of the naïve DP T cells expressed CD8αβ, as well as CD8αα, along with high expression of CD31. Moreover, the CD4^hi^CD8^lo^ and CD4^hi^CD8^hi^ populations, which express high levels of the CD4 coreceptor, comprised subsets characterized by helper and regulatory functions, some of which also exhibited cytotoxic functions. By contrast, the CD4^lo^CD8^hi^ population with high CD8 coreceptor expression comprised a subset characterized by CD8 CTL- and innate-like properties. Taken together, the data show that scRNA-seq analysis identified a more diverse subset of the circulating DP cells than is currently known, despite this population being very small.

## Introduction

The unbiased and high-throughput nature of modern single-cell RNA sequencing (scRNA-seq) approaches has proven invaluable for describing heterogeneous cell populations^1,2^. Furthermore, cellular indexing of transcriptomes and epitopes by sequencing, a method in which oligonucleotide-labeled antibodies are used to integrate cellular protein and transcriptome measurements into an efficient single-cell readout, was described recently^3^. This process provides a detailed understanding of limited T cell frequencies at the single-cell level, while also being able to reveal the broad heterogeneity of a specific T cell subset.

In addition to CD4 or CD8 single-positive (SP) T cells, which originate in the thymus, where they also commit to a certain lineage and undergo positive or negative selection, CD4^+^CD8^+^ double-positive (DP) T cells that express both CD4 and CD8 co-receptors simultaneously are present in peripheral blood and tissues (e.g., lymph nodes, liver, and spleen)^4,5^. Many reports reveal that this population is associated with several pathological conditions, including cancer^6,7^, autoimmune disorders^8^, graft rejection^4^, and viral infections^9,10^. In most cases, these DP T cells are found in abundance in the blood and/or target organs, suggesting that they are involved in the pathological process. Therefore, peripheral DP T cells may be either differentiated effector T cells or resting memory T cells derived from CD4^+^ or CD8^+^ T cells in response to chronic inflammatory conditions^10,11^. Alternatively, it may be that this population has regulatory properties^12^, or follicular helper^13^ or innate and adaptive functions^14^.

The various properties and functions of conventional T cells are defined according to expression of various cell surface markers and receptors following exposure to antigens or pathogens; alternatively, they are classified generally according to whether they secrete specific cytokines or effector molecules. Nevertheless, the phenotypic properties and functional roles of circulating DP T lymphocytes have not been characterized completely. For instance, in a previous study^4^, we found that some DP T cells express significant levels of promyelocytic leukemia zinc finger (PLZF)^15^ and eomesodermin (Eomes)^16^, both markers of innate lymphocytes, when compared with CD4 SP and CD8 SP T cells. In this respect, DP T cells may be another type of innate-like T cell and so may be considered to be cells with similar characteristics.

To date, most detailed studies of conventional CD4^+^ or CD8^+^ T cells have focused on their immunological functions, or have been conducted in the context of small populations such as NKT, MAIT, and γδT cells. Although CD4^+^CD8^+^ DP T cells can be detected easily in peripheral blood, their role, function, and biological significance are poorly understood. Here, we used the scRNA-seq platform to analyze the characteristics of circulating DP T cells and to compare their transcriptomic profiles with their cellular phenotypes and cytokine secretion patterns.

## Results

### Heterogeneity within the CD4^+^CD8^+^ DP T cell population

To characterize circulating DP T cells, we first isolated CD4^+^CD8^+^ DP T cells from the peripheral blood of healthy adult monkeys using MACS microbeads. Sorted DP T cells were then incubated with CD4 and CD8α antibody-derived tags (ADTs), a feature barcode. 

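The single-cell data came from 1 preparation of peripheral blood cells of 1 cynomolgus monkey, aged 10 years, so no value has a replicate and no difference between groups of cells has a test across animals. CD4+ cells were taken from fresh mononuclear cells with magnetic beads, and CD8+ cells were then taken from these with a second kind of bead. Each droplet barcode carries UMIs (unique molecular identifiers, each standing for 1 captured RNA molecule) for genes and UMIs for the CD4 and CD8α antibody tags of the same cell. The authors made the counts with Cell Ranger 3.1.0 and STAR 2.5.1b against the *Macaca fascicularis* genome and deposited raw UMI counts per gene and barcode, without normalization. The deposited list held 29324 genes, of which 7899 carried only an Ensembl identifier, and 8953 barcodes with 31966868 gene UMIs in all. *CD8B* was not among the gene symbols, so CD8β RNA was not analysed here. UMIs were summed over the cells of a group and expressed as CPM (counts per 1000000 gene UMIs of that group), with an exact Poisson 95% interval. Shares of cells were given an exact binomial (Clopper-Pearson) 95% interval. Both intervals cover counting error only, not differences between animals.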

We then ran the 10× Genomics single-cell workflow (Fig. 1a). 

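The limits of the paper on cells (200 to 4000 genes and at most 20% mitochondrial UMIs) were applied to all 8953 barcodes. Of these, 71 had under 200 genes, 7 had over 4000 genes and 79 had over 20% mitochondrial UMIs, and some failed more than 1 limit. In total 123 barcodes were removed and 8830 cells were kept, with 31677119 gene UMIs, 4413283 CD4 tag UMIs and 4685108 CD8 tag UMIs. A cell had a median of 3145 gene UMIs from 1127 genes, with a 10th percentile of 2256 gene UMIs, and a median of 3.63% mitochondrial UMIs. The median cell had 418 CD4 tag UMIs and 298 CD8 tag UMIs. A UMI in at least 3 of the cells kept was found for 13710 genes, and in at least 3 of the barcodes before the filter for 13740 genes. Scrublet, run at an expected doublet rate of 6%, called 0 cells, so no doublet was removed from the main values.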

After filtering, we analyzed 8338 cells, detecting a total of 13,738 genes (Supplementary Fig. S1). A uniform manifold approximation and projection (UMAP) of sorted DP T cells showed that *CD3E*, CD4 FB, and CD8 FB were highly expressed by all clusters, whereas *NCAM1* (CD56) and *TRAV24* (TCRVα24) were expressed at either very low levels or were absent (Fig. 1b). 

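Because depth differed between cells, shares of cells with a UMI were taken after thinning each cell to 2200 UMIs, which left out 754 shallower cells. *CD3E* had a UMI in 93.7% of the thinned cells (95% interval 93.1 to 94.2%) and in 96.3% of all cells without thinning. Background was read from 115 B-like cells with at most 1 UMI of *CD3D*, *CD3E*, *CD3G* and *TRAC* together, called B-like control cells here, with a median of 4549 UMIs. They were chosen by these 4 genes, so they give no background for *CD3E* itself. By class, *CD3E* ranged from 1092 to 1651 CPM in the other 8 named classes and the cycling cells. It was lower in innate-like cells (485, interval 406 to 575), in B-like cells (297, interval 264 to 333) and in 19 monocyte-like cells (158, interval 96.7 to 244). *NCAM1* had a UMI in 12 of 8830 cells and in 5 of the 8076 thinned cells (0.0619%, interval 0.0201 to 0.144%), below the 2.65% that 0 of 113 thinned B-like control cells allow. Of the *NCAM1* UMIs, 6 lay in 5 of the 19 monocyte-like cells and 0 in the 57 innate-like cells. Whether *NCAM1* marks NK cells in this species was not tested, so its low level does not exclude them. *TRAV24* had a UMI in 170 cells (1.93%, interval 1.65 to 2.23%), in 1.67% of the thinned cells (1.4 to 1.98%) and in 0 of the 115 B-like control cells, whose thinned share may be up to 2.65%. The median depth of all cells was 3145 UMIs. No *ZBTB16* UMI was found in these 170 cells, which allows up to 4.38 CPM. Whether *TRAV24* is the segment that NKT cells use in this species was not tested. These values therefore do not decide whether NKT cells were present.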

In other words, scRNA-seq analyzed CD4^+^CD8^+^ DP T cells, not NK or NKT cells. The 14 clusters classified using the nearest neighbor algorithm of Seurat analysis are defined as nine cell types by differential expression and UMAP coordinates for specific marker genes (Fig. 1c,d): a CD4 CTL-like cluster expressing *CD4*, *KLRK1*, *PRF1*, *GZMB*, *CRTAM*, and *TBX21*; an Eomes^+^ type 1 regulatory T (Tr1)-like cluster expressing *EOMES*, *GZMK*, and *CHI3L2* but lacking the canonical Treg markers *IL2R* and *FOXP3*^17^; a Th2-like cluster expressing *GATA3*, *CCR4*, *PTGDR2*, and *IL4R*; a Th17-like cluster expressing *RORC*, *CCR6*, *IL17A*, *IL23R*, *KLRB1*, and *ZBTB16*; a circulating Tfh-like cluster expressing *CXCR5*, *PDCD1*, *ICOS*, *CD40LG, CCR7*, and *SELL*; a distinct regulatory T cell (Treg)-like cluster expressing Treg-defining genes *FOXP3*, *IL2RA*, *IKZF2*, and *CTLA4*; a CD8 CTL-like cluster expressing *CD8A*, *KLRD1*, *KLRK1*, *CRTAM*, *ZNF683*, *PRF1*, and *GZMB*; an innate-like cluster expressing *KLRC1*, *KLRB1*, *KIR2DL4*, *ZBTB16*, *EOMES*, *NKG7*, *TYROBP*, and *FCER1G*; and a naïve cell cluster expressing *PECAM1*, *TCF7*, *CD7*, *CCR7*, *SELL*, and *LEF1* (Supplementary Fig. S2). 

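Clustering of the 8830 cells with Seurat 5.3.0 (20 principal components, resolution 0.8) gave 16 clusters, of which clusters 4 and 6 were divided further because they carried both Treg and Tfh markers. The marker lists were set from the paper and general markers before the counts were read, while the rules for dividing and for leaving a cluster unnamed were set after the clusters were seen. The name of a cluster rests on the listed genes, so their level is no separate result. Naïve-like cells made up 59.3% of the cells (5234 cells, 95% interval 58.2 to 60.3%). CD4 CTL-like cells made up 9.66% (853 cells, interval 9.05 to 10.3%), Treg-like cells 6.48% (572 cells, 5.97 to 7.01%) and CD8 CTL-like cells 4.87% (430 cells, 4.43 to 5.34%). Th17-like cells were 3.71% (328 cells, 3.33 to 4.13%), Eomes+ Tr1-like cells 2.94% (260 cells, 2.6 to 3.32%), Th2-like cells 2.43% (215 cells, 2.12 to 2.78%) and Tfh-like cells 2.34% (207 cells, 2.04 to 2.68%). Innate-like cells were the smallest of these 9 classes, at 0.646% (57 cells, 0.489 to 0.836%). Outside them lay 162 B-like, 47 cycling and 19 monocyte-like cells, and 446 cells in a pair of clusters left unnamed. The first of these, 300 cells with *ZBTB16*, *APOD* and *CCR4* among its 10 leading genes, carried 3 of the 6 Tfh markers and was left unnamed, because the mean log2 ratio of the Tfh markers was 0.665, under the limit of 1, and its leading genes held more markers of another class. The second, 146 cells, had a median of 939.5 UMIs per cell and 12.0% mitochondrial UMIs. Some named clusters also held more markers of another list than of their own among the leading genes, and kept their names because the mean log2 ratio of their own markers was above 1. These were the Th2-like cluster (*CCR6* and *KLRB1*, mean log2 ratio 1.85), the CD8 CTL-like cluster (*NKG7*, *KLRD1* and *KLRF1* of the innate-like list against *GZMB* and *KLRD1* of its own, 3.67), naïve-like cluster 1 (*CHI3L2*, 1.22) and naïve-like cluster 2 (*HBB* and *ALAS2*, 1.14). The shares that moved most were those of CD8 CTL-like cells, of which none were named at resolution 0.4, and of Tfh-like cells, of which none were named with at most 10% mitochondrial UMIs.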

In terms of functional gene expression, these findings showed that circulating DP T cells have not only the characteristics of naïve cells but also of helper-, regulatory-, cytotoxic-, and innate-like cells.

**Figure 1:**
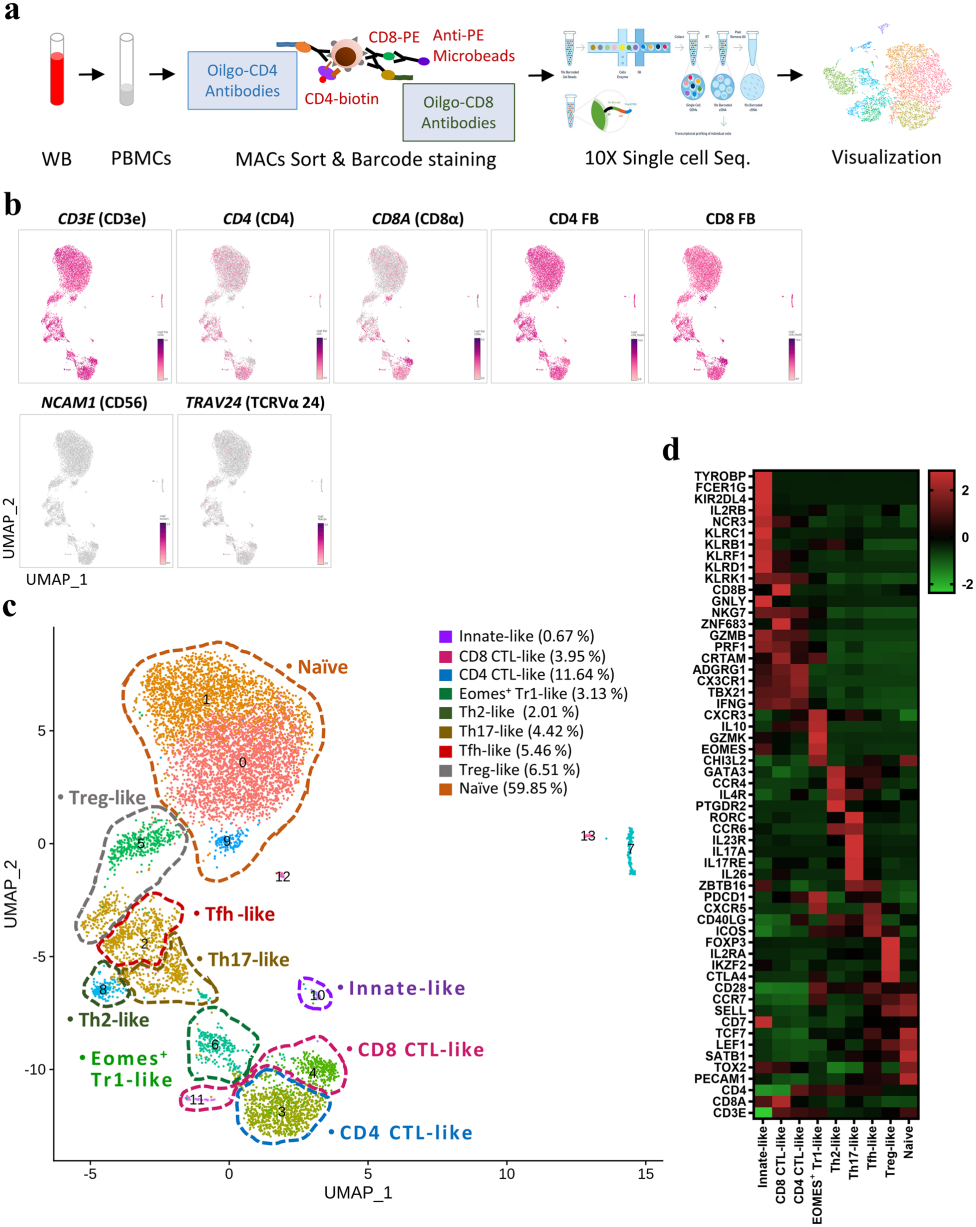
Single-cell RNA-seq analysis of CD4^+^CD8^+^ DP T cells. (**a**) Schematic showing the procedures used for cell isolation, CD4 and CD8α antibody-derived tag labeling, and single-cell RNA analysis of CD4^+^CD8^+^ DP T cells from cynomolgus monkeys. (**b**) UMAP representing *CD3E*, *CD4*, *CD8A*, CD4 FB, CD8 FB, *NCAM1* (CD56), and *TRAV24* (TCRVα24) expression by CD4^+^CD8^+^ DP T cells. (**c**) Transcriptome-based clustering of the single-cell expression profiles of DP T cells revealed 14 distinct clusters (numbered). After filtering, nine cell types (dotted lines) were defined according to expression of marker genes (cell composition). (**d**) Heatmap showing relative expression of marker genes representing the nine DP subpopulations; shown are the Z-scores obtained by differentially expressed gene (DEG) analysis of all defined subpopulations. The heatmap was generated using GraphPad Prism 8.0.2. The number in UMAP indicates the cluster number. *FB* feature barcode.

### Circulating DP T cells exists as a separate population expressing naïve markers

The number of circulating DP T cells, which comprise about 2–4% of total T cells in the periphery^4^, increases with age^11^. As such, these populations are regarded as comprising mainly terminally differentiated effector/memory cells^8,10^, or as being derived from activated SP T cells^18^. However, UMAP visualization of DP single cells revealed a large clustering (clusters 0, 1, and 9) in which a substantial number of single cells shared similar genetic markers. That is, these clusters expressed naïve cell marker genes such as *PECAM1* (CD31), *TCF7* (TCF1), *LEF1*, *CD7*, *CCR7*, and *SELL* (CD62L) (Fig. 2a). 

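The naïve-like class was made of 4 clusters with 2204, 1822, 1053 and 155 cells. In the first 3 the median CD4 tag was 413, 433 and 408 UMIs and the median CD8 tag 237, 243 and 224 UMIs. The fourth carried 4 of the 6 naïve markers, with a median CD4 tag of 106 and a median CD8 tag of 1422 UMIs. *CD4* stood at 10.7 CPM in it (interval 4.32 to 22.1) and *CD8A* at 488 (interval 436 to 545). Naïve-like cells were shallower than the rest, with a median of 2858 UMIs per cell against 3834 in all other cells. Their share of all cells stayed between 56.9% at resolution 1.2 and 59.5% with at most 10% mitochondrial UMIs over the 6 alternative clusterings set beforehand.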

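All 6 naïve markers of the paper were higher in naïve-like cells than in all other cells, which describes the clusters because the name rests on them. The other genes were ranked by the log2 ratio of CPM among 3576 genes with at least 50 UMIs over both groups and a UMI in at least 10% of the cells of the higher group. The largest ratios towards naïve-like cells were those of *PDE6H*, *DNTT*, *RCN3*, *BEX3* and *CD1A*. *PDE6H* stood at 180.8 CPM in naïve-like cells (95% interval 174 to 188) and 17.2 in all other cells (15.2 to 19.4). *DNTT* stood at 71.5 (67.4 to 75.7) against 6.81 (5.59 to 8.24), and *CD1A* at 66.7 (62.7 to 70.8) against 10.8 (9.2 to 12.5). These genes also lead the naïve-like clusters, so that their level is in part fixed by the clustering. *CD1A* also had UMIs in 6 of the 115 B-like control cells. In the other direction the largest ratios were those of *GZMA*, *BHLHE40*, *GNLY*, *CMA1* and *RAP1GAP2*. *GZMA* had 1 UMI in naïve-like cells and 1236 in all other cells.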

To determine whether they are derived from a thymic T cell developmental stage, we identified expression of genes associated with the cell cycle. *AQP3* and *SMPD3*, both immature DP stage markers^19^, were lacking, but *SATB1* and *TOX2* (T cell development genes associated with DP-to-SP transition)^19,20^ were identified in the naïve clusters (Fig. 2b). 

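*AQP3* had 31 UMIs in the 5234 naïve-like cells, or 1.94 CPM (95% interval 1.32 to 2.75), and 1.40 CPM (0.878 to 2.12) in all other cells. The log2 ratio of 0.47 had an interval from -0.37 to 1.33, so no difference was detectable in the summed UMIs. Of the 22 UMIs in all other cells, 10 lay in 3 cycling cells, a class that stood at 24.1 CPM. Th17-like cells held 7 (3.92 CPM), unnamed cells 3 and Tfh-like cells 2, and the other classes 0. The ratio without the cycling cells was not taken. The summed UMIs therefore do not settle whether *AQP3* is higher in naïve-like than in other non-cycling cells. *SMPD3* had 0 UMIs in naïve-like cells, which allows up to 0.188 CPM (the limit of 3 UMIs), and 1 UMI in all other cells. *SATB1* stood at 267 CPM in naïve-like cells (259 to 275) and 81.1 in all other cells (76.7 to 85.7), a log2 ratio of 1.72 (1.63 to 1.81). *TOX2* stood at 46.3 (43.0 to 49.8) and 19.6 (17.5 to 21.9), a log2 ratio of 1.24 (1.05 to 1.44), and its highest level by class was in Tfh-like cells. A *SATB1* UMI was found in 44.2% of the thinned naïve-like cells, of which 512 shallower ones were left out, and in 53.5% without thinning. In B-like control cells the thinned share was 3.54% (interval 0.973 to 8.82%) and the unthinned share 12.2% (6.82 to 19.6%). For *TOX2* the thinned share was 8.7% (7.92 to 9.54%), against 3.54% in the same B-like cells (0.973 to 8.82%), so that the thinned intervals overlap. Without thinning the shares were 12.2% (11.4 to 13.2%) and 4.35% (1.43 to 9.85%). These unthinned intervals do not overlap, although the B-like control cells were deeper. *AQP3* UMIs were found in 0.36% of the thinned naïve-like cells (0.21 to 0.576%) and 0.0894% of all other thinned cells (0.0184 to 0.261%), or 0.535% and 0.362% unthinned, all below the limit of 2.65% that 0 of 113 B-like control cells allow. The median depth before thinning was 2858 UMIs in naïve-like, 3834 in all other and 4549 in B-like control cells. From the lack of the first pair of genes and the presence of the second, the paper concludes that these cells are not identical to immature thymocytes and can be defined as a distinct naïve subpopulation.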

In view of these findings, circulating DP T cells cannot be considered to be identical to immature stage DP thymocytes; thus these cells can be defined as a distinct subpopulation of naïve T cells.

**Figure 2:**
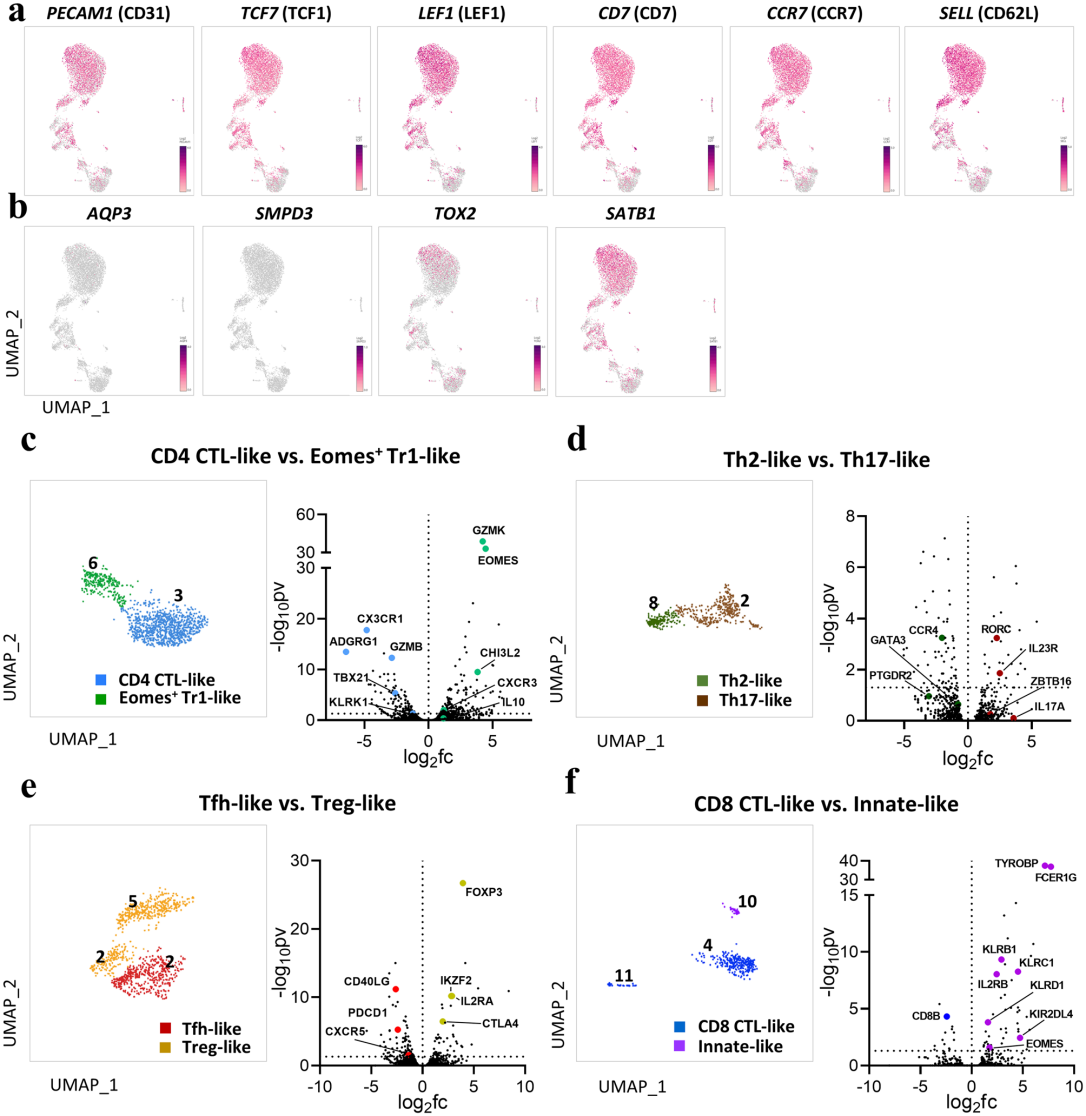
(**a,b**) Circulating DP T cells exist as a separate population expressing naïve markers. (**a**) UMAP representing naïve marker genes *PECAM1*, *TCF7*, *LEF1*, *CD7*, *CCR7*, and *SELL*. (**b**) UMAP representing marker genes associated with thymic development. *AQP3* and *SMPD3* are expressed at the immature DP stage, and *TOX2* and *SATB1* are expressed during DP-to-SP transition. (**c**–**f**) Identification of marker gene signatures for the eight defined clusters. UMAP of paired clusters and volcano plot showing the log (fold change) and − log (*p*-values) for pairwise differential expression between two DP T populations. (**c**) CD4 CTL-like *vs*. Eomes^+^ Tr1-like cells. (**d**) Th2-like *vs.* Th17-like cells. (**e**) Tfh-like *vs.* Treg-like cells. (**f**) CD8 CTL-like *vs*. Innate-like cells. All plots were generated using GraphPad Prism 8.0.2. The dotted horizontal line represents a *p*-value of 0.05. The number in UMAP indicates the cluster number.

### DP T subsets are characterized according to specific gene signatures

#### CD4 CTL-like and Eomes^+^ Tr1-like cells

Single-cell transcriptome profiling of clusters 3 and 6 revealed similar, albeit not identical, gene expression (Fig. 2c). 

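CD4 CTL-like cells (853 cells) were set against Eomes+ Tr1-like cells (260 cells). Of the 10 genes labelled in Fig. 2c, 10 lay on the side the figure gives, which describes the clusters, since both names rest on genes of that list. The genes named here by size alone were taken from 3834 genes with enough UMIs. Towards CD4 CTL-like cells, the largest ratios outside the marker lists were those of *AFAP1L2*, *ITGAM* and *TSPAN2*. *AFAP1L2* stood at 54.0 CPM (95% interval 46.3 to 62.7) against 0.991 (0.0251 to 5.52), *ITGAM* at 37.1 (30.7 to 44.4) against 0.991 (0.0251 to 5.52) and *TSPAN2* at 116 (105 to 129) against 3.97 (1.08 to 10.2). In sums of UMIs simulated for these classes, 200 genes changed by known amounts among 6412 were given the right direction in 100% of cases. Of these, 92% had an interval without 0. The sums were drawn from the Poisson model that the intervals assume. They test neither an uneven spread of UMIs over cells nor the clustering and naming.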

Cluster 3 exhibited CD4 CTL-like cell-associated gene signatures with cytotoxic functions such as *CX3CR1*, *ADGRG1*, *KLRK1*, *TBX21,* and *GZMB*^21,22^. In contrast to these gene profiles, cluster 6 expressed Eomes^+^ Tr1-like cell-associated genes such as *EOMES*, *GZMK*, and *CHI3L2*, and lacked the canonical Treg markers *IL2R* and *FOXP3*^23^. 

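*FOXP3* had 2 UMIs in the 260 Eomes+ Tr1-like cells, or 1.98 CPM (95% interval 0.240 to 7.16), and *IL2RA* had 1 UMI, or 0.991 CPM (0.0251 to 5.52). After thinning, which left out 17 of these cells, *FOXP3* had a UMI in 0.823% of the class (0.0998 to 2.94%) and in 0 of 113 B-like control cells. *IL2RA* had a UMI in 0.412% of the thinned cells (0.0104 to 2.27%), below the 4.42% in B-like control cells (1.45 to 10.0%). Without thinning the shares were 0.769% and 0.385%, and in B-like control cells 0 of 115 and 6.09%. The median depth was 3409 UMIs in Eomes+ Tr1-like and 4549 in B-like control cells. *CXCR5*, *IGKC*, *CCR7* and *CD28* were among the genes with the largest ratios towards Eomes+ Tr1-like cells, relative to CD4 CTL-like cells. *CXCR5* had 64 UMIs, or 63.5 CPM (48.9 to 81.0), against 2 UMIs, or 0.628 CPM (0.0761 to 2.27), in CD4 CTL-like cells. *CHI3L2*, on which the name partly rests, stood at 39.7 CPM (28.3 to 54.0) in this class and at 34.9 (32.1 to 37.9) in naïve-like cells. Of 82 log2 ratios between classes, 20 left their interval and 2 changed direction with 10 principal components. Removing the 530 cells with the highest Scrublet scores, an alternative chosen after seeing the data, moved 26 of the 82 out of their interval and changed the direction of none.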

Although this subset is associated with tumor progression, *IL10* expression by this cluster was limited, implying that its suppressive function is unclear. 

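*IL10* had 22 UMIs in 14 of the 260 Eomes+ Tr1-like cells, or 21.8 CPM (95% interval 13.7 to 33.0). In CD4 CTL-like cells it had 36 UMIs, or 11.3 CPM (7.92 to 15.7), a log2 ratio of CD4 CTL-like to Eomes+ Tr1-like cells of -0.95 (-1.75 to -0.11). With 10 principal components the sign changed, to 0.13. CD8 CTL-like cells had 14 *IL10* UMIs and Treg-like cells had 2, or 0.942 CPM (0.114 to 3.4). The thinned share of Eomes+ Tr1-like cells with an *IL10* UMI was 2.06% (0.671 to 4.74%) and the unthinned share 5.38%, against 0 of 113 and 0 of 115 B-like control cells.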

Given these findings, clusters 3 and 6 were defined as CD4 cytotoxic T lymphocytes-like cells and Eomes^+^ type 1 regulatory T-like cells, respectively.

#### Th2-like and Th17-like cells

Next, we focused on genes differentially expressed by two adjacent clusters. Both clusters showed gene expression patterns similar to those of helper T cell lineages (Fig. 2d). In cluster 8, Th2 cell-associated genes such as *GATA3*, *CCR4*, and *PTGDR2* were highly expressed^24^, but expression of the Th2 marker *IL4* was lacking. These results are consistent with the previous report that expression of the *IL4* gene in macaque monkeys is lower than that in humans^25^. By contrast, some cells in cluster 2 showed high expression of Th17-associated genes such as *RORC*, *CCR6*, *IL23R*, and *IL17A*^24^. 

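The 215 Th2-like cells carried all 4 Th2 markers, and the name rests on them, but none of the 4 was among the 10 leading genes of the cluster, which held the Th17 markers *CCR6* and *KLRB1*. The mean log2 ratio of its markers was 1.85 for the Th2 list and 1.37 for the Th17 list. All 7 genes labelled in Fig. 2d lay on the stated side. *IL4* had 1 UMI in the Th2-like cells, or 1.01 CPM (95% interval 0.0256 to 5.64), in 0.465% of the cells (0.0118 to 2.56%) and 0.469% of the thinned cells. It also had 1 UMI each in CD4 CTL-like, Eomes+ Tr1-like, Th17-like, Tfh-like and Treg-like cells and 0 in naïve-like cells. B-like control cells had 0 *IL4* UMIs in 115 cells, which allows more than the share found, so that expression was not detectable at this depth, with median depths of 4386 and 4549 UMIs. Among 4310 genes with enough UMIs, *CD9*, *MGLL*, *CRIP2*, *MMP25* and *ALOX5AP* had the largest ratios towards Th2-like relative to Th17-like cells. *CD9* stood at 126 CPM (105 to 151) against 2.24 (0.611 to 5.74), and *ALOX5AP* at 172 (147 to 199.9) against 10.6 (6.41 to 16.6).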

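The 328 Th17-like cells carried all 8 Th17 markers, on which the name rests, and were the deepest of the 9 named classes. *IL17A* had 29 UMIs in 10 of these cells, 1 UMI in Tfh-like cells and 0 in every other class, the 5234 naïve-like cells among them. A UMI was found in 2.46% of the thinned Th17-like cells (95% interval 1.07 to 4.79%) and in 3.05% without thinning. The 0 of 113 B-like control cells allow up to 2.65%, a limit set by their small number. Outside the marker lists, *CALHM6*, *COL5A3*, *CCR9*, *PERP* and *LAG3* had the largest ratios towards Th17-like relative to Th2-like cells. *COL5A3* had 142 UMIs, or 79.5 CPM (67.0 to 93.8), and *CCR9* 113 UMIs, or 63.3 CPM (52.2 to 76.1), with 0 UMIs of either in Th2-like cells. *CALHM6* stood at 117 CPM (101 to 133) against 4.05 (1.1 to 10.4).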

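*ZBTB16*, which encodes PLZF, had 48 UMIs in 33 of the 328 Th17-like cells, or 26.9 CPM (95% interval 19.8 to 35.7). This was 5.54% of the thinned cells (3.32 to 8.61%) and 10.1% without thinning, against 0 of 113 thinned and 0.87% of all B-like control cells. Th2-like cells stood at 13.2 CPM (7 to 22.5), a log2 ratio of Th2-like to Th17-like cells of -1.03 (-2.04 to -0.12). It changed sign to 0.57 at resolution 1.2, where 292 cells rather than these 328 were named Th17-like. The unnamed cluster of 300 cells stood at 37.3 CPM (28.0 to 48.7), with *ZBTB16* first among its leading genes. A group of 11 cells with both *TRAV10* and *TRBV25-1*, segments chosen after their values were seen, held 14 *ZBTB16* UMIs, and 9 of the 11 were Th17-like. At resolution 1.2, 9 of the 11 lay in a cluster of 34 cells. The median depth of Th17-like cells was 5036.5 UMIs, against 4549 in the B-like control cells.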

Notably, *ZBTB16* (PLZF), which regulates and plays a critical role in the acquisition of the Th17 phenotype^26^, was identified in this cluster. Considering these gene expression patterns, we defined clusters 8 and 2 as Th2-like cells and Th17-like cells, respectively.

#### Treg-like and Tfh-like cells

We also identified scRNA-seq data that could be divided into two specific clusters (Fig. 2e). 

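The Treg-like class of 572 cells was joined from 3 parts of the divided clusters, with 208, 204 and 160 cells, each carrying all 4 Treg markers. Relative to Tfh-like cells, and outside the marker lists, the largest ratios towards Treg-like cells among 4045 genes with enough UMIs were those of *CLNK*, *GPC2*, *CA6* and *CD1A*. *CLNK* stood at 38.1 CPM (95% interval 30.3 to 47.4) against 1.92 (0.233 to 6.95), *GPC2* at 34.8 (27.4 to 43.7) against 1.92 and *CA6* at 132 (117 to 148) against 11.5 (5.96 to 20.2). The *CD1A* level, 39.1 (31.1 to 48.4) against 3.85 (1.05 to 9.85), lay below that of naïve-like cells.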

Cluster 5 and part of cluster 2 displayed high differential expression of genes associated with regulatory T cells. That is, the canonical gene signatures *FOXP3*, *IL2RA*, *CTLA4*, and *IKZF2* were clearly identified^24^. Therefore, we defined this single-cell cluster as Treg-like cells. In particular, this cluster could be distinguished from Eomes^+^ Tr1-like cells in cluster 6 with respect to *FOXP3* expression. 

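The Treg-like name rests on these genes. *FOXP3* had a UMI in 306 of the 572 cells (53.5%, 95% interval 49.3 to 57.6%) and in 42.2% of the thinned cells (38.1 to 46.5%), of which 25 shallower ones were left out, against 0 of 113 B-like control cells, with median depths of 3378 and 4549 UMIs. All 7 genes labelled in Fig. 2e lay on the stated side.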

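*FOXP3* had 624 UMIs in Treg-like cells, or 294 CPM (95% interval 271 to 318), against the 2 UMIs found in Eomes+ Tr1-like cells. *IL2RA* had 187 UMIs in Treg-like cells, or 88.0 CPM (75.9 to 102). CD4 CTL-like cells held 1 *FOXP3* UMI and 5 *IL2RA* UMIs.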

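The 207 Tfh-like cells carried 4 of the 6 Tfh markers of the paper, with a median of 4485 UMIs per cell. *CCR7*, at 382 CPM (95% interval 345 to 421), was lower than in naïve-like cells, which had 542 (531 to 554). *PDCD1* stood at 153 (130.01 to 179) in Tfh-like cells and at 189 (163 to 218) in Eomes+ Tr1-like cells, and *CXCR5* at 94.2 (76.5 to 115) in Tfh-like cells. With 10 principal components the log2 ratio of *PDCD1* in Tfh-like to Treg-like cells changed sign, from 3.54 to -0.39. Outside the marker lists, *EGLN3*, *CR2*, *CR1* and *APOD* had the largest ratios towards Tfh-like relative to Treg-like cells. *CR2* stood at 159 (135 to 185) against 8.0 (4.66 to 12.8) and *APOD* at 287 (255.8 to 322) against 31.1 (24.0 to 39.5).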

We also found a distinct cluster expressing *CXCR5*, *PDCD1*, and *CD40LG*, along with homing receptors *CCR7* and *SELL*^27^. These are thought to be differentially expressed genes suitable for defining circulating follicular helper T cells.

#### CD8 CTL-like and innate-like cells

In the clusters with relatively small populations, we identified characteristics suggestive of mainly cytotoxic functions (Fig. 2f). These clusters (4, 10, and 11) shared the expression of *CRTAM*, *KLRD1*, *KLRK1*, *PRF1*, and *GZMB*^28^. 

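The CD8 CTL-like class (430 cells) and the innate-like class (57 cells) both held these genes, on which the CD8 CTL-like name rests. *PRF1* stood at 329 CPM in CD8 CTL-like cells (95% interval 305 to 355), 438 in innate-like cells (363 to 524) and 5.45 in naïve-like cells (4.36 to 6.72). *GZMB* stood at 3747 (3665 to 3830), 6667 (6365 to 6980.3) and 3.25 (2.43 to 4.27) in the same order. *KLRK1* differed by less than the counting error between the 2 cytotoxic classes, at 129.8 (115 to 146) and 135 (95.1 to 186). *CRTAM* stood at 25.3 (19.0 to 33.0) in CD8 CTL-like cells and rested on 4 UMIs in innate-like cells, at 14.6 (3.98 to 37.4). CD4 CTL-like cells held these genes too, with *GZMB* at 4775 (4699 to 4852).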

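In the 57 innate-like cells *EOMES* had 37 UMIs, or 135 CPM (95% interval 95.1 to 186), against 18.7 (13.4 to 25.5) in CD8 CTL-like cells. *ZBTB16* had 5 UMIs in 3 of these cells, or 18.2 CPM (5.92 to 42.6), against 2.34 (0.761 to 5.47). Both genes are on the list from which the innate-like cells took their name. *EOMES* was higher still in Eomes+ Tr1-like cells, at 281 CPM (249 to 315), while *ZBTB16* differed from Th17-like cells by less than the counting error.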

Interestingly, we identified highly differentially expressed genes such as *EOMES*, and *ZBTB16* in a very small subset (cluster 10), suggesting a potential difference in function. In this cluster 10, *TYROBP* and *FCER1G*, which are associated with innate-like T cells^29^, were highly expressed, in addition to the killer cell-like receptor (KLR) family (e.g., *KLRC1* and *KLRB1*) and killer cell immunoglobulin-like receptor (KIR) family genes (e.g., *KIRD2DL4*)^16,29^. 

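All 8 of the genes labelled in Fig. 2f and present among the gene symbols lay on the stated side between CD8 CTL-like and innate-like cells, and the innate-like name rests on them. The 10 leading genes of the CD8 CTL-like cluster held 3 markers of the innate-like list and 2 of its own, so the classes compared are alike in part of their leading genes. *FCER1G* had 383 UMIs in innate-like cells, or 1398 CPM (95% interval 1261 to 1545), and 1 UMI in CD8 CTL-like cells. *KIR2DL4* had 8 UMIs, or 29.2 CPM (12.6 to 57.5), against 1 UMI. Outside the marker lists, *LAT2*, *OPLAH* and *FGR* had the largest ratios towards innate-like cells. *OPLAH* stood at 390.5 CPM (320.0 to 472) against 0.937 (0.113 to 3.38). Towards CD8 CTL-like cells the largest ratios were those of *TRAV22*, *CD226*, *CD6*, *KLRG1* and *TMEM107*. *CD6* stood at 314 (291 to 339) against 25.5 (10.3 to 52.6), and *KLRG1* at 115 (101 to 131) against 10.9 (2.26 to 32.0). The *KLRG1* difference changed direction at resolution 1.2, where 91 cells rather than these 57 were named innate-like. Of the 57 innate-like cells, 14 had no UMI of *CD3D*, *CD3E*, *CD3G* or *TRAC* and 17 had 1 to 4, while the 5th percentile of the summed UMIs of these 4 genes in CD8 CTL-like cells was 8.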

Based on these gene expression patterns, we defined clusters 4 and 11 as CD8 CTL-like, and cluster 10 as innate-like cells.

### Characterization of scRNA-seq by CD4 and CD8 feature barcodes

To investigate whether the clustered subsets could be distinguished by ADTs, we performed cellular indexing of sorted DP T cells with CD4 and CD8α feature barcodes. 

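The median CD4 tag was 416 UMIs per cell in naïve-like, 402 in Treg-like, 588 in Tfh-like, 551 in Th2-like, 650.0 in Th17-like, 477 in Eomes+ Tr1-like and 337 in CD4 CTL-like cells. It was 177 in CD8 CTL-like (quartiles 103 and 583) and 114 in innate-like cells (96 and 214), against 137 in B-like control cells, taken here to lack CD4. The median CD8 tag was 241 in naïve-like and 243 in Treg-like cells, against 199 in B-like control cells, and 1743 in CD8 CTL-like and 1320.0 in innate-like cells. A mixture of 2 normal distributions was fitted to log10(tag UMIs + 1) of all 8830 cells for each tag, and a cell was called high where the posterior of the upper distribution was above 0.5. The threshold was 143 UMIs for CD4 and 418 UMIs for CD8. CD4 hiCD8 lo cells made up 65.2% (5758 cells, 95% interval 64.2 to 66.2%), CD4 hiCD8 hi cells 28.8% (2543 cells, 27.9 to 29.8%), CD4 loCD8 hi cells 4.73% (418 cells, 4.3 to 5.2%) and cells low in both 1.26% (111 cells). On simulated tags drawn from the fitted mixtures, 99.3% of the cells were called right for CD4 and 84.1% for CD8, where 30.9% were called high against a true 41.9%, so that the CD8 threshold separates its groups less sharply. Such tags test only the separation of the fit itself. The CD4 threshold lay between the quartiles of the B-like control cells (109.5 and 180 UMIs), so some cells taken to lack CD4 were called high. The mixture fitted to the centred log ratio of the tags moved the shares most, to 0.453%, 1.53% and 27.3%, with 40 and 135 cells called CD4 hi. It called 70.7% of the cells low in both tags. The centred log ratio keeps the order of the cells in each tag, so this setting differs only in where the thresholds lie.

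**Figure D1:**
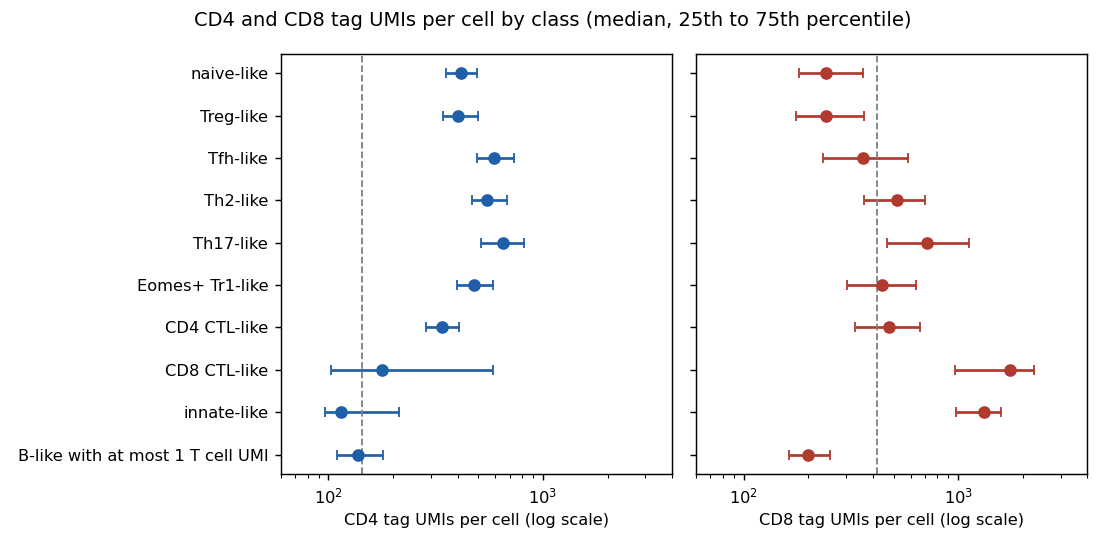
CD4 and CD8 tag UMIs per cell, on a log axis, in the 9 named T cell classes and in B-like cells with at most 1 T cell receptor UMI. Points are medians, lines run from the 25th to the 75th percentile of the cells and dashed lines mark the thresholds of 143 and 418 UMIs. The CD4 medians of CD8 CTL-like (177) and innate-like cells (114) lie next to the 137 of the B-like cells, with a 75th percentile of 583 in CD8 CTL-like cells, and the CD8 medians of naïve-like (241) and Treg-like cells (243) next to their 199.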

Whole single cells were divided into three compartments according to the level of CD4 and CD8 coreceptor expression as follows: CD4^hi^CD8^lo^, CD4^hi^CD8^hi^, and CD4^lo^CD8^hi^ (Fig. 3a). 

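Naïve-like cells made up 73.9% of the CD4 hiCD8 lo cells (4255 of 5758, 95% interval 72.7 to 75.03%), 32.8% of the CD4 hiCD8 hi cells (833 of 2543, 30.9 to 34.6%) and 30.6% of the CD4 loCD8 hi cells (128 of 418, 26.2 to 35.3%). *TCF7* stood at 504 CPM in CD4 hiCD8 lo (494 to 514), 293 in CD4 hiCD8 hi (283 to 303) and 196 in CD4 loCD8 hi cells (175 to 219). *PECAM1* stood at 212 (205 to 219), 131 (125 to 138) and 84.0 (70.5 to 99.3), *LEF1* at 373 (364 to 382), 194 (186 to 202) and 115 (99.3 to 133), and *CCR7* at 465 (455 to 475), 267 (258 to 277) and 183 (162 to 205). *CD7* was highest in CD4 loCD8 hi cells, at 760.0 (718 to 804) against 598 (586 to 609) in CD4 hiCD8 lo cells. In the naïve-like CD4 hiCD8 lo cells *CD8A* stood at 40.2 (36.8 to 43.9), against 10.6 (3.89 to 23.1) in B-like control cells.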

Expression of the naïve marker genes mentioned above was predominant in the CD4^hi^CD8^lo^ subset but was also identified in the other two subsets. Comparison of each subset according to ADT levels revealed differences in expression of specific genes. That is, the CD4^hi^CD8^lo^ subset showed mainly naïve gene signatures, as well as expression of genes with regulatory (e.g., Eomes^+^ Tr-1-like and Treg-like) and helper (e.g., Th2- and Tfh-like) functions. Similarly, the CD4^hi^CD8^hi^ subset also exhibited expression of genes with helper and regulatory functions (e.g., Th2-, Th17-, Tfh-, and Treg-like), whereas the CD4^lo^CD8^hi^ subset showed expression of genes with cytotoxic and innate-like (e.g., CD8 CTL- and innate-like) functions (Fig. 3b,c). However, it was more difficult to distinguish some cell types, such as CD4 CTL-like cells. 

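All 8 genes labelled in the upper plot of Fig. 3b lay on the stated side. Ratios are of CD4 hiCD8 lo to CD4 hiCD8 hi cells. The tags set these groups, and *CD8A* encodes a protein that the CD8 tag binds, so its ratio is not independent of the threshold. *LEF1* had a log2 ratio of 0.94 (95% interval 0.87 to 1.01). *CD8A* had a log2 ratio of -2.59 (-2.7 to -2.48), *CCR6* of -2.03 (-2.38 to -1.68), *IL23R* of -2.998 (-4.08 to -2.05) and *KLRB1* of -1.94 (-2.1 to -1.78). The ratios of *CCR6* and *KLRB1* changed sign when the centred log ratio set the groups, which left 5 of the 8 on the stated side, while *IL23R* had 0 UMIs in the 40 CD4 hiCD8 lo cells this gave. *IL26* had 0 UMIs in CD4 hiCD8 lo and 30 in CD4 hiCD8 hi cells. Of the CD4 hiCD8 lo cells, 7.73% were Treg-like (7.05 to 8.45%), 2.08% Eomes+ Tr1-like (1.73 to 2.49%), 1.27% Th2-like (0.995 to 1.59%) and 2.14% Tfh-like (1.78 to 2.54%). By size alone, *CD1A*, *PDE6H*, *BEX3*, *GPC2* and *SOX4* led towards CD4 hiCD8 lo cells and *CD8A*, *GNLY*, *CCL5*, *CSF1* and *ADAM8* towards CD4 hiCD8 hi cells.

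**Figure D2:**
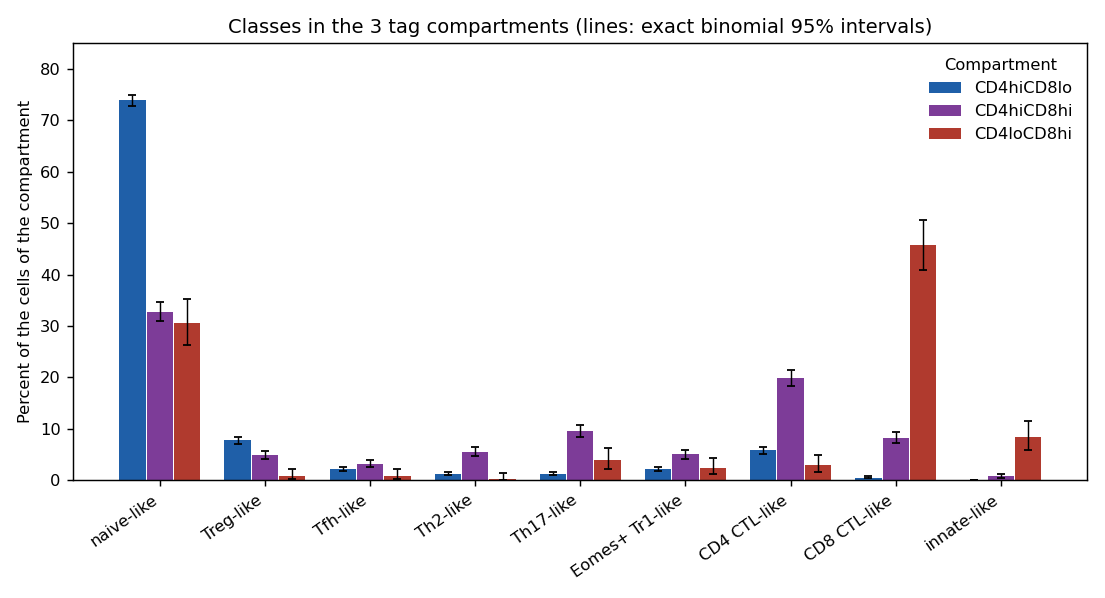
Percent of the cells of each tag compartment that fell into each of the 9 named classes, as bars with exact binomial 95% intervals as lines. Naïve-like cells are 73.9% of CD4 hiCD8 lo cells, CD4 CTL-like cells 19.8% of CD4 hiCD8 hi cells and CD8 CTL-like cells 45.7% of CD4 loCD8 hi cells.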

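Of the CD4 hiCD8 hi cells, 9.48% were Th17-like (95% interval 8.37 to 10.7%), 8.18% CD8 CTL-like (7.14 to 9.31%), 5.54% Th2-like (4.69 to 6.51%), 4.99% Eomes+ Tr1-like (4.18 to 5.91%), 4.8% Treg-like (4.0 to 5.7%) and 3.19% Tfh-like (2.54 to 3.94%). Of the CD4 loCD8 hi cells, 45.7% were CD8 CTL-like (40.8 to 50.6%) and 8.37% innate-like (5.9 to 11.5%). Of all CD8 CTL-like cells, 48.4% lay in the CD4 hiCD8 hi (43.6 to 53.2%) and 44.4% in the CD4 loCD8 hi compartment (39.7 to 49.3%). All 15 labelled genes present among the symbols lay on the stated side between CD4 hiCD8 hi and CD4 loCD8 hi cells, and all 13 between CD4 hiCD8 lo and CD4 loCD8 hi cells. *KLRD1* stood at 36.3 CPM in CD4 hiCD8 hi (32.9 to 40.0) and 265 in CD4 loCD8 hi cells (241 to 292), and *TYROBP* at 41.3 (37.6 to 45.2) and 222 (200.2 to 247). *CD4* had 2 UMIs in the 418 CD4 loCD8 hi cells, or 1.23 CPM (0.148 to 4.43), against 112 (106 to 119) in CD4 hiCD8 hi cells. This was 0.478% of the cells and 0.499% of the thinned cells, at or below the shares of 2.61% and 0.885% in B-like control cells, which is background, with median depths of 3629.5 and 4549 UMIs. *CCR6*, *CCR4* and *CTLA4* were higher in CD4 hiCD8 hi cells and changed direction under the centred log ratio. *FCER1G*, higher in CD4 loCD8 hi than in CD4 hiCD8 lo cells, did so as well. That setting left 135 CD4 hiCD8 hi cells and called 70.7% of all cells low in both tags, so its groups hold largely other cells. By size alone, *TRGC2* was among the 5 leading genes of CD4 loCD8 hi against CD4 hiCD8 lo cells, at 132 (115 to 151) against 4.97 (4.0 to 6.1). The paper concludes from these differences that the features of the subsets can be distinguished by the level of the CD4 and CD8 co-receptors.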

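CD4 CTL-like cells were found in each of the 3 compartments. They made up 5.75% of the CD4 hiCD8 lo cells (331 cells, 95% interval 5.16 to 6.38%), 19.8% of the CD4 hiCD8 hi cells (503 cells, 18.2 to 21.4%) and 2.87% of the CD4 loCD8 hi cells (12 cells, 1.49 to 4.96%). Their median CD8 tag of 475 UMIs, with quartiles of 331 and 660.0, lay close to the CD8 threshold.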

Taken together, the transcriptomic features of various DP T cell subsets can be distinguished according to the expression level of the CD4 and CD8 co-receptors.

**Figure 3:**
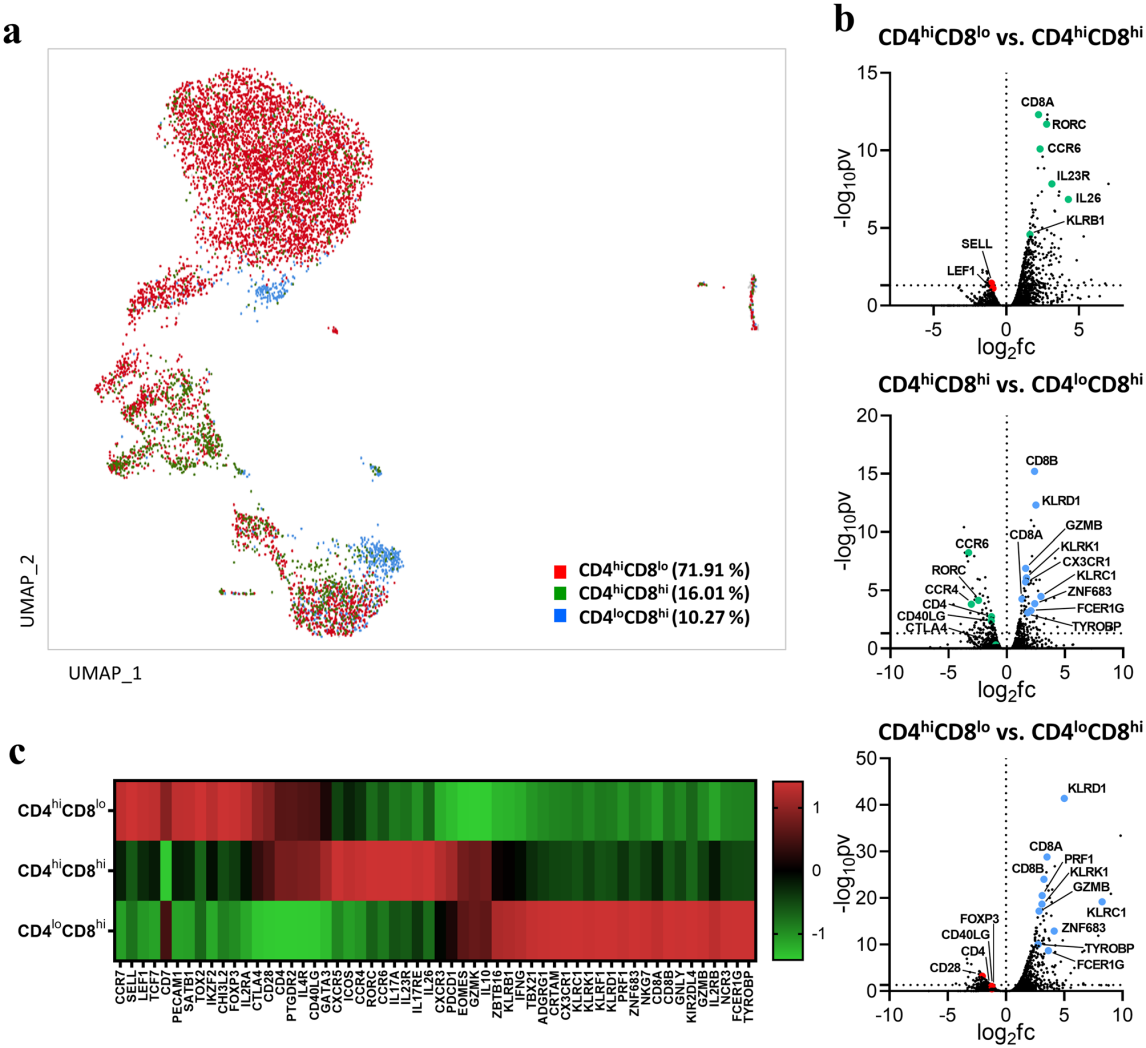
Characterization of scRNA-seq by CD4 and CD8 feature barcodes. (**a**) Distribution (cell composition) of CD4^hi^CD8^lo^, CD4^hi^CD8^hi^, and CD4^lo^CD8^hi^ cells based on ADT (CD4 and CD8α functional barcode) signals on UMAP plots (Loupe Browser 4.0.0). (**b**) Volcano plot showing DEG analysis among the CD4^hi^CD8^lo^, CD4^hi^CD8^hi^, and CD4^lo^CD8^hi^ fractions. (**c**) Heatmap showing relative gene expression for feature barcode levels using a Z-score obtained by DEG analysis. All volcano plots and heatmaps were generated using GraphPad Prism 8.0.2. The dotted horizontal line represents a *p*-value of 0.05. *ADT* antibody-derived tags.

### Heterogeneous subsets identified by scRNA-seq correspond to subsets identified by flow cytometry

To determine how closely the scRNA transcriptomic findings correspond with protein expression levels, we utilized flow cytometry to assess the phenotypic and cytokine production profiles of the CD4^hi^CD8^lo^, CD4^hi^CD8^hi^, and CD4^lo^CD8^hi^ fractions. Each DP fraction showed different expression of surface molecules, as well as production of different cytokines, according to expression of the CD4 and CD8 co-receptors (Fig. 4a). Expression of CD8αα was predominant in the CD4^hi^CD8^lo^ fraction, which comprised the majority of DP T cells. A previous report showed that the CD8αα homodimer is not expressed by naïve T cells^30^; thus we examined expression of the CD8 surface glycoprotein by CD28^+^CD95^-^ T cells. In contrast to all naïve CD8 SP T cells, which were CD8αβ, more than half of naïve DP T cells expressed CD8αα (Fig. 4b); they also showed high expression of CD31, much like conventional SP T cells. In addition, the coexpression of CD8αα and CD31 was high in DP T cells, unlike CD8 SP T cells (Fig. 4c).

**Figure 4:**
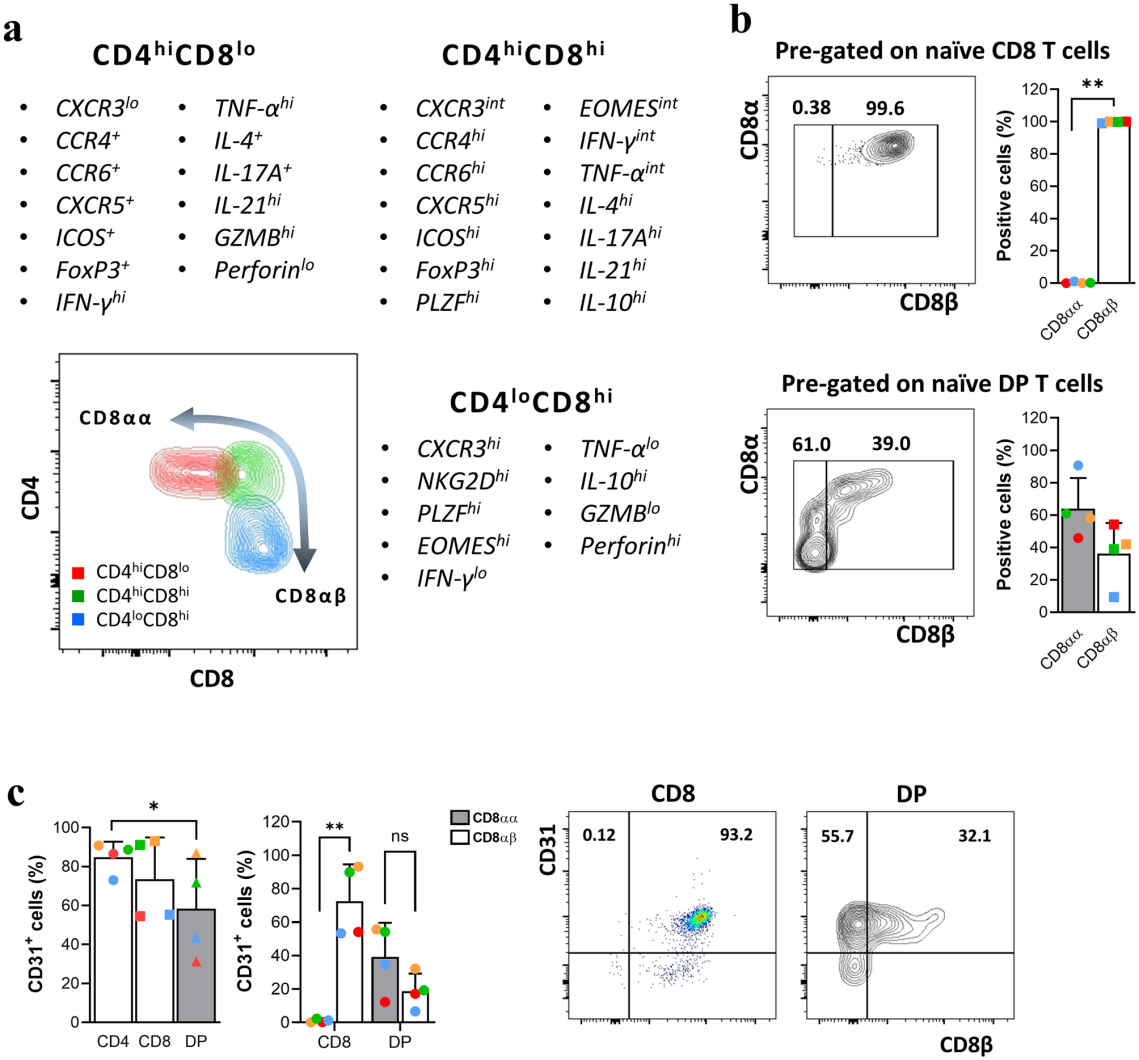
Phenotype and cytokine profile of each fraction of DP T cells, and differences in expression of CD8αα^+^, CD8αβ^+^, and CD31 by the naïve population. (**a**) Comparison of cell surface marker and cytokine expression among the CD4^hi^CD8^lo^, CD4^hi^CD8^hi^, and CD4^lo^CD8^hi^ fractions. (**b**) Percentage of CD8αα^+^ and CD8αβ^+^ cells within the naïve (CD28^+^CD95^−^) CD8 SP T and DP T cell populations. (**c**) Percentage of CD4, CD8, and DP T cells expressing CD31, and comparison of percentage of CD8αα^+^CD31^+^ and CD8αβ^+^CD31^+^ cells within the CD8 SP T and DP T cell populations. Data are expressed as the mean ± SDs (n = 4). Dot plots are representative of experimental data, all with similar results. Red dots on the bar graph represent data from the monkey used for scRNA-seq analysis. *p < 0.05; **p < 0.01. *ns* not significant, *GZMB* granzyme B.

In terms of phenotypic markers, the CD4^hi^CD8^lo^ subset produced significantly more CD4 CTL-associated cytokines (IFN-γ, TNF-α, and granzyme B)^21,31^ than the other subsets, but expression of Th1-associated CXCR3 was relatively low (Fig. 5a). The CD4^hi^CD8^hi^ subset expressed higher levels of Th2-associated markers such as CCR4 and IL-4^32^ than the other subsets (Fig. 5b). CCR6 and IL-17A, both associated with Th17 cells^33^, were highly expressed by this subset. Notably, expression of PLZF, which regulates and plays a critical role in acquisition of the Th17 phenotype in human cells^26^, was significantly high (Fig. 5c). Expression of FoxP3, a master regulator of Treg cells^17^, was relatively high in the CD4^hi^CD8^hi^ fraction, as was FoxP3/CD25 and IL-10 (Fig. 5d). Expression of CXCR5, a marker associated with circulating follicular helper T cells^34^, was significantly high in the CD4^hi^CD8^hi^ subset, as were ICOS and IL-21. In particular, PD-1/CXCR5 levels were upregulated in same fraction (CD4^hi^CD8^hi^) after stimulation with anti-CD3/CD28, as in a previous report^35^ (Fig. 5e). Overall, the results of phenotypic and cytokine profile analyses demonstrate that the DP subsets with high CD4 expression, that is, the CD4^hi^CD8^lo^ and CD4^hi^CD8^hi^ fractions, comprised cells exhibiting helper, regulatory, and cytotoxic functions similar to those of CD4 SP T cells.

**Figure 5:**
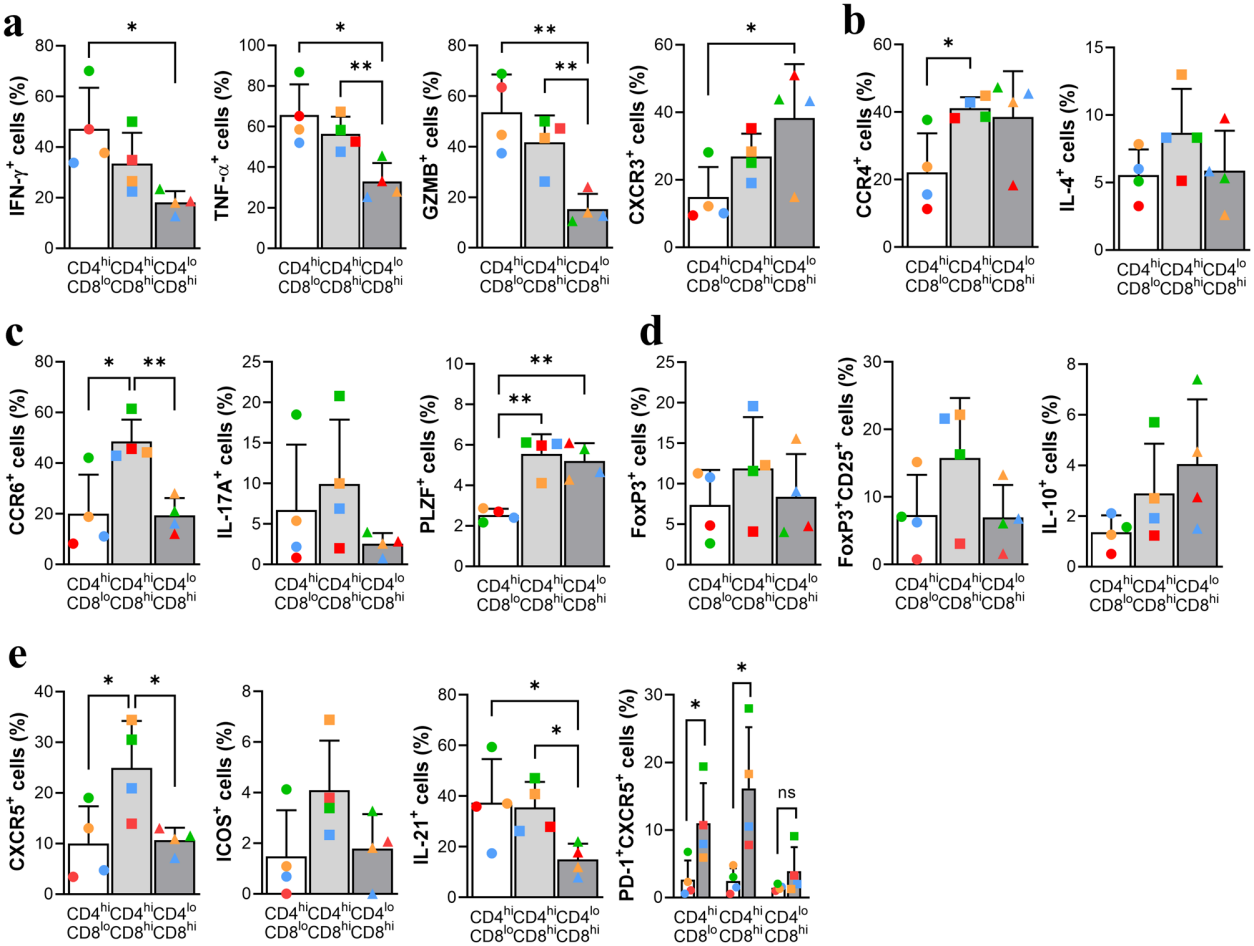
Phenotype and cytokine profile of the CD4^hi^CD8^lo^ and CD4^hi^CD8^hi^ fractions. (**a**) Percentage of cells expressing IFN-γ^+^, TNF-α^+^, Granzyme B^+^, and CXCR3^+^ within each DP T cell fraction. (**b**) Percentage of CCR4^+^ and IL-4^+^ cells within each DP T cell fraction. (**c**) Percentage of CCR6^+^, IL-17A^+^, and PLZF^+^ cells within each DP T cell fraction. (**d**) Percentage of FoxP3^+^, FoxP3^+^CD25^+^, and IL-10^+^ cells within each DP T cell fraction. (**e**) Percentage of CXCR5^+^, ICOS^+^, IL-21^+^, and PD-1^+^CXCR5^+^ cells before and after stimulation of PBMCs with plate-coated anti-CD3 2 μg/ml and soluble anti-CD28 2 μg/ml for 24 h. Cytokine production levels were measured after stimulation of PBMCs with PMA/ionomycin for 4 h. Data are expressed as the mean ± SDs (n = 4). Red dots on the bar graph represent data from the monkey used for scRNA-seq analysis. *p < 0.05; **p < 0.01; *ns* not significant.

By contrast, the CD4^lo^CD8^hi^ fraction showed obvious cytotoxic characteristics. NKG2D levels were significantly higher than those in the other two fractions (Fig. 6a). The CD4^lo^CD8^hi^ fraction also showed strong production of perforin, although there was no difference in CD107a expression compared with the other subsets (Fig. 6a). Expression of EOMES and PLZF, a transcription factor associated with innate-like CD8 T cells^16^, was also significantly high in the CD4^lo^CD8^hi^ fraction (Figs. 5c, 6b). In addition, measurement of cytotoxic enzymes such as perforin and granzyme B (Fig. 6c) showed the high cytotoxic potential in NKG2D^+^ cells in both the CD4^hi^ (e.g., CD4 CTL-like cells) and CD8^hi^ (e.g., CD8 CTL-like cells) subsets. However, despite identifying heterogeneous circulating DP T cells, it was more difficult to define Eomes^+^ Tr1-like cells due to co-production of IFN-γ and IL-10^36^ along with high expression of Eomes. Taken together, the results suggest that the CD4^lo^CD8^hi^ subset showing higher expression of CD8 than CD4 has a cytotoxic and innate-like phenotype and cytokine production profile.

**Figure 6:**
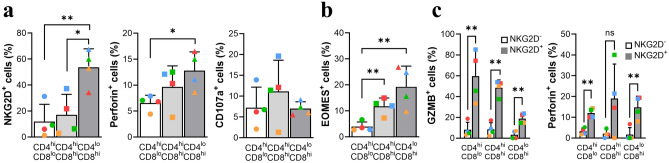
Phenotype and cytokine profile of the CD4^lo^CD8^hi^ fraction. (**a**) Percentage of NKG2D^+^, perforin^+^, and CD107a^+^ cells within each DP T cell fraction. (**b**) Percentage of EOMES^+^ cells within each DP T cell fraction. (**c**) Comparison of granzyme B^+^ and perforin^+^ cells between NKG2D^+^ and NKG2D^-^ DP T cell fractions. Cytokine production was measured after stimulation of PBMCs with PMA/ionomycin for 4 h. Data are expressed as the mean ± SDs (n = 4). Red dots on the bar graph represent data from the monkey used for scRNA-seq analysis. *p < 0.05; **p < 0.01; *ns* not significant, *GZMB* granzyme B.

## Discussion

The data presented herein demonstrate that circulating DP T cells comprise subpopulations with a variety of characteristics and functions. Compared with single-positive T cells, DP T cells exhibit pleiotropic features, including helper, cytotoxic, regulatory, and innate-like roles, depending on their expression of CD4 or CD8 co-receptors. These DP T cells can be developed by a variety of pathways, such as thymocyte-like DP T cells have observed in certain pathologic conditions (e.g., systemic sclerosis or atopic dermatitis)^37,38^.

In contrast to previous reports showing that DP T cells are derived from mature CD4^+^ T cells^39,40^ or CD8^+^ T cells^18^, our scRNA-seq data suggest the possibility that circulating DP T cells are derived from the thymus. First, we show that the three different cell clusters display representative naïve T cell markers (Fig. 2a,b), especially the CD4^hi^CD8^lo^ fraction; this is in contrast to the common belief that they comprise effector memory or terminally differentiated T cells^8^. Second, they may be distinct from thymic immature DP T cells in that they lack *AQP3* and *SMPD3*, known as thymic DP stage marker genes^19^. However, considering that they express *SATB1* and *TOX2*, which are expressed at the DP-to-SP transition stage^19^, it can be assumed that this population is derived incidentally from the thymus after positive and negative selection. Lastly, contrary to previous reports that CD8αα is never expressed on naïve T cells but is induced readily on strongly activated T cells^30,41^, our phenotypic analysis showed that many naïve DP T cells (CD28^+^CD95^−^) express CD8αα and high levels of CD31. Given these findings, we suggest that circulating DP T cells can be considered as a mature T cell lineage distinct from SP T cells.

Despite being a separate population, scRNA-seq and phenotypic analyses revealed that most DP T cells are similar to conventional CD4 or CD8 T cells. For example, the CD4^hi^CD8^lo^ and CD4^hi^CD8^hi^ subsets showed predominantly helper and regulatory function-associated gene signatures and phenotypes, much like differentiated CD4 T cells. As expected, a subset of the CD4^lo^CD8^hi^ fraction exhibited predominantly cytotoxic characteristics, much like those of CD8 CTLs. Additionally, CD4 CTL-like cells, which exhibit cytotoxic properties, were also identified in the NKG2D^+^ cells of the CD4^hi^CD8^lo^ fraction. Given these cytotoxic characteristics, these data support previous findings that peripheral DP cell populations are increased under chronic inflammatory conditions, such as transplantation^4^ and viral infection^9^, as well as in cancer patients^42^.

A recent report on bulk RNA sequencing of human thymic T cells^19^ identified unconventional T cell populations such as CD8αα^+^ T cells and Th17-like cells. Interestingly, our scRNA-seq data identified one cluster (cluster 10) that expressed CD8αα (Supplementary Fig. S3a) including the innate cell markers *EOMES*, *ZBTB16*(PLZF), *TYROBP*, and *FCER1G*^29^, suggesting that they are similar to unconventional CD8αα^+^ T cells of human^19^. Additionally, our identification of Th17-like cells (known as fetal-specific cells^19^), based on expression of *CD4*, *RORC*, *CCR6*, and *CD40LG*, may have revealed another type of unconventional T cell because they also express *KLRB1* and *ZBTB16*, both hallmarks of innate lymphocytes^43,44^. 

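*CD8A* had 154 UMIs in 53 of the 57 innate-like cells, or 562 CPM (95% interval 477 to 658), against 672 (637 to 707) in CD8 CTL-like cells. *CD4* had 9 UMIs in 8 of the innate-like cells, or 32.8 CPM (15.0 to 62.3). *CD8B* was not analysed here, so these values do not bear on whether the cells expressed CD8αα or CD8αβ. *CD3E* had a UMI in 24 of the 57 cells (42.1%, 29.1 to 55.9%) and in 38.6% after thinning, against 99.8% and 96.9% of CD8 CTL-like cells, with median depths of 4021 and 4013.5 UMIs. *NCR1*, a gene of the NK-like marker list, stood at 319 CPM (189 to 504) in the 14 innate-like cells without a UMI of the 4 T cell receptor genes. It was lower in the other innate-like cells. The 17 cells with 1 to 4 such UMIs stood at 85.7 (31.4 to 186). The 26 cells with 5 or more stood at 81.3 (42.0 to 142). *FCER1G* stood at 2072 (1714 to 2484) in the 14, 2156 (1826 to 2528) in the 17 and 779.5 (644 to 936) in the 26 cells. *NCAM1* had 0 UMIs in each of these groups. Whether *NCAM1* marks NK cells in this species was not tested.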

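In the 328 Th17-like cells *CD4* stood at 128 CPM (95% interval 112 to 145) and *CD8A* at 285 (261 to 311). *CD40LG* stood at 91.3 (77.8 to 106), against 59.5 (55.7 to 63.4) in naïve-like cells. It was higher in Tfh-like cells, at 191 (166 to 220), with Th2-like cells at 121 (101 to 145) and CD4 CTL-like cells at 95.2 (84.8 to 107). It was lower in Eomes+ Tr1-like (22.8), Treg-like (22.6), CD8 CTL-like (37.0) and innate-like cells (10.9). *KLRB1* had 332 UMIs in 97 of the cells, or 186 CPM (167 to 207). Naïve-like cells stood at 1.13 (0.668 to 1.78) and innate-like cells at 759 (659 to 870) for *KLRB1*. Th2-like cells, at 286 (254 to 322), and Eomes+ Tr1-like cells, at 274 (242 to 308), were also above Th17-like cells for this gene. CD4 CTL-like (144), CD8 CTL-like (86.2), Tfh-like (22.1) and Treg-like cells (2.35) were below them.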

Meanwhile, we identified a subset that exhibits features different from those of regulatory T cells. Eomes^+^ Tr1 cells, characterized by expression of *GZMK* and *CHI3L2*, have been detected in the tumor microenvironment^23^. CHI3L2 belongs to a family of chitinase-like proteins (e.g., CHI3L1) reported to enhance inflammatory responses and promote tumor growth^45^, suggesting that Eomes^+^ Tr1-like DP T cells may be involved in tumor progression.

Among the remaining undefined clusters, cluster 12 did not match any immune-related terms in the gene ontology enrichment analysis, except for cell biology-associated gene signatures. Clusters 7 and 13 exhibited both T and B cell characteristics, that is, T cell marker genes such as *TRCA* (TCRα), *CD3E* (CD3ε), and *CD247* (CD3zeta) were clearly expressed, and B cell-associated gene signatures were identified simultaneously (Supplementary Fig. S3b). These subsets are presumed to be cells expressing dual receptors, which have been reported recently^46^.

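One cluster of 162 cells (1.83%, 95% interval 1.57 to 2.14%) carried B cell genes, on which its name rests. T cell genes were spread unevenly in it. In 104 of the cells no UMI of *CD3D*, *CD3E*, *CD3G* or *TRAC* was found, 5 cells had 2 to 4 and 42 cells had 5 or more. The 42 cells and the 115 B-like control cells were told apart by these 4 genes, so *CD3E* and *TRAC* differ between them by construction, which does not hold for *CD247*. *CD3E* stood at 722 CPM (642 to 809) in the 42 cells and at 1.77 (0.0447 to 9.83) in the B-like control cells. *TRAC* stood at 190.2 (150.4 to 237) and 7.06 (1.92 to 18.1), and *CD247* at 173 (135 to 218) and 12.4 (4.97 to 25.5). *CD79A* stood at 632 (557 to 713) in the 42 cells and 1352 (1258 to 1451) in the B-like control cells. The 42 cells had a median of 9359.5 UMIs, against 4549 in the B-like control cells and 3105 in the 8099 cells of the T cell classes. The paper proposes that these are cells with dual receptors.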

Taken together, despite the limitation that the cell population was small, we were able to reveal the heterogeneity of DP T cells through scRNA-seq and flow cytometry analysis. We believe that these findings provide useful information that will increase our understanding of the relationship between circulating DP T cells and various immune-related diseases.

## Methods

### Subjects

Four healthy male cynomolgus monkeys (*Macaca fascicularis*) aged 2–10 years were used for the study. Blood samples were taken from the femoral vein. Isolated cells from blood were used for phenotyping and for the in vitro experiments. Single-cell RNA-seq analysis was performed on a sample from one monkey (10 years old). All animals were cared for in strict accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. This study was approved by the local Institutional Animal Care and Use Committee (IACUC) of Seoul National University Hospital (IACUC number: 20-0004-S1A0). All the experiments were performed in accordance with the relevant guidelines and regulations. All the experiments were performed in accordance with the ARRIVE guidelines.

### Cell preparation

Peripheral blood mononuclear cells (PBMCs) were isolated from heparin-anticoagulated whole blood using the Ficoll density gradient method (GE Healthcare, Uppsala, Sweden). All isolated cells were either used immediately for experiments or cryopreserved. If cryopreserved cells were used for experiments, they were thawed in a 37 °C water bath and then washed in RPMI 1640 (Biowest, Nuaillé, France) supplemented with 10% fetal bovine serum (FBS; Biowest). Then, the cells were resuspended in RPMI containing 10% FBS and cultured for 2–4 h in a 37 °C CO_2_ incubator to allow stabilization and recovery.

### Antibodies and flow cytometry

The following fluorochrome-labeled human monoclonal antibodies were used: CD3-PerCP-Cy™5.5 (SP34-2, BD Biosciences), CD4-PE/Cyanine7 (OKT4, BioLegend), CD8α-APC/Cyanine7 (SK1, BioLegend), CD8β-PE/Cyanine7 (SIDI8BEE, eBioscience, San Diego, CA, USA), CD20-FITC (2H7, BD Biosciences), CD28-PE (CD28.2, BD Biosciences), CD95-APC (DX2, BD Biosciences)¸ CD31-Pacific Blue™ (WM59, BioLegend), CXCR3-PE (1C6/CXCR3, BD Biosciences), CCR4-Brilliant Violet 421™ (L291H4, BioLegend), CCR6-APC (G034E3, BioLegend), CXCR5-PE (MU5UBEE, eBioscience), PD-1-APC (EH12.2H7, BioLegend)¸ ICOS-FITC (ISA-3, eBioscience), CD25-APC (M-A251, BioLegend), NKG2D-PE (1D11, BioLegend), PLZF-PE (Mags.21F7, eBioscience), EOMES-eFluor^®^ 660 (WD1928, eBioscience), FoxP3-PE (236A/E7, eBioscience), IL-4-Brilliant Violet 421™ (MP4-25D2, BioLegend), IL-10-APC (JES3-19F1, BD Biosciences), IL-17A-eFluor^®^ 660 (eBio64CAP17, eBioscience), IL-21-PE (3A3-N2, BioLegend), TNFα-Brilliant Violet 421™ (Mab11, BioLegend), IFNγ-PE (4SB3, BD Biosciences), Perforin-FITC (Pf-344, Mabtech), Granzyme B-FITC (REA226, Miltenyi Biotec), and CD107a-FITC (H4A3, BD Biosciences). For surface staining, prepared cells were resuspended in staining buffer (PBS, 0.5% BSA, and 0.5 mM EDTA), and single-cell suspensions were labeled with antibodies for 30 min at 4 °C. After surface staining, cells were washed and resuspended in staining buffer. For intracellular staining, surface-stained cells were washed with PBS prior to fixation and permeabilization using the FoxP3/Transcription factor staining buffer set (eBioscience). Then, intracellular cytokines and/or transcription factors were labeled with antibodies for 30 min at 4 °C. Flow cytometry was performed using a LSRFortessa X-20 (BD Biosciences) or LSRII (BD Biosciences) cytometer. All data were analyzed using the FlowJo software v10 (TreeStar, San Carlos, CA, USA).

### Cell stimulation and intracellular cytokine staining

Isolated cells were stimulated in two ways for phenotypic analysis and measurement of cytokine production capacity. After thawing as described above, cells were resuspended in RPMI/10% FBS, aliquoted (5 × 10^5^/200 μl per well) into 96-well plates, and allowed to stabilize for 2 h. For phenotypic analysis, PBMCs were stimulated with plate-coated anti-CD3 (2 μg/ml) and soluble anti-CD28 (2 μg/ml) in RPMI medium supplemented with 10% FBS and cultured for 24 h at 37 °C. The stimulated cells were washed and stained for surface proteins as described above. For analysis of cytokine production, PBMCs were stimulated with the Cell Stimulation Cocktail (plus protein transport inhibitors) (eBioscience). Next, intracellular cytokines were stained as described above.

### Sample preparation for single-cell RNA-seq

To prepare samples for scRNA-seq analysis, CD4^+^ T cells were separated from fresh PBMCs using the REAlease CD4 MicroBead Kit (Miltenyi Biotec). Next, CD4^+^CD8^+^ DP T cells were separated from isolated CD4^+^ T cells using the CD8 Microbeads Kit (Miltenyi Biotec). The isolated CD4^+^CD8^+^ DP T cells were then labeled with Totalseq-CD4 and Totalseq-CD8 antibodies: CD4, Clone SK3, Barcode sequence: GAGGTTAGTGATGGA (BioLegend); CD8, Clone SK1, Barcode sequence: GCGCAACTTGATGAT (BioLegend).

### Library construction and sequencing

Libraries were prepared using the Chromium controller according to the 10× Chromium Single-Cell V(D)J User Guide (10× Genomics). Briefly, cell suspensions were diluted in nuclease-free water to achieve a targeted cell count of 10,000. The cell suspension was then mixed with master mix and loaded, along with Single-Cell 5′ Gel Beads and Partitioning Oil, into a Single-Cell A Chip. RNA transcripts from single cells were uniquely barcoded and reverse-transcribed within droplets. Next, cDNA molecules were pooled and enriched by PCR. For the 5′ Gene Expression Library, the cDNA pool went through an end repair process (i.e., addition of a single ‘A’ base), followed by ligation of the adapters. The products were then purified and enriched by PCR to create the 5′ Gene Expression Library. The purified libraries were quantified by qPCR according to the qPCR Quantification Protocol Guide (KAPA) and qualified using Agilent Technologies 4200 TapeStation (Agilent Technologies). Finally, the libraries were sequenced using the HiSeq platform (Illumina) according to the read length in the user guide.

### Preprocessing and analysis of single-cell RNA-Seq data

The Cell Ranger v3.1.0 (10× Genomics) pipeline was used to generate FASTQ files from raw sequencing data for gene expression analysis of 5′ Gene Expression Library data, and for cell surface protein expression analysis in the feature barcode library. Illumina basecall files for each sample generated by the Illumina sequencing instrument were converted to the FASTQ format using the ‘mkfastq’ command. Gene expression libraries were analyzed using the ‘count’ command. Sequence reads were aligned to the *Macaca_fascicularis_5.0* genome reference for *Macaca fascicularis* using STAR (v2.5.1b) aligner. Feature barcoded libraries were matched to the target feature barcode reference. Next, gene and cell surface protein expression profiles for each cell were generated using information contained in the unique molecular identifier (UMI) and 10× cell barcode. Finally, cells were grouped into clusters according to gene expression.

### Advanced analysis of single-cell RNA-Seq data

The raw count matrices of 10× genomics were imported into Seurat 3.1.3. To select high-quality cells, cells with over 4000 or less than 200 unique feature genes and with a mitochondrial gene ratio of more than 20% were filtered out. After filtering, the count value of 13,738 genes across 8338 cells was normalized and scaled. Clustering and UMAP analysis were performed based on statistically significant principal components. Next, find significance markers for every cluster compared to all remains cells were determined using minimum fraction of min.pct cells and Wilcox rank sum test, report only the positive ones. Gene-Enrichment and Functional Annotation analysis of the significant probe list was performed using the g:Profiler tool (https://biit.cs.ut.ee/gprofiler/).

### Statistical analysis

Statistical analysis, except of the single-cell RNA-seq-data, was conducted using the Prism program (GraphPad Software, Inc., USA). All analytical data were tested for statistical significance using an unpaired *t*-test. A *p*-value < 0.05 was considered significant.

## Supplementary Information

Supplementary Figures.

## Data Availability

All scRNA-seq data are available on the Gene Expression Omnibus (GEO) with the accession number GSE183835.

How the deposited data were processed for this re-analysis (not part of the article)

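CD4+CD8+ T cells of 1 cynomolgus monkey, aged 10 years, were taken from fresh blood with magnetic beads, labelled with CD4 and CD8α antibody tags and processed as 1 pair of libraries, for genes and for tags, of the same cells. There are no replicates, so no test across animals was made and every interval covers counting error only. The authors aligned the reads with Cell Ranger 3.1.0 and STAR 2.5.1b and deposited raw UMI counts per gene or tag and barcode, without normalization, for the barcodes called as cells and before their filter in Seurat 3.1.3. The values are whole numbers and were used as counts. No coordinates are given, because no genome was used here.

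Cells with 200 to 4000 genes and at most 20% mitochondrial UMIs, from 13 mitochondrial genes, were kept. Clustering used Seurat 5.3.0 in R 4.3.3 with log-normalization to 10000, 2000 variable genes, 20 principal components, 20 neighbours and Louvain clustering at resolution 0.8, on genes with a UMI in at least 3 cells and without the tags. The text of the paper does not name the number of components, the resolution or the tag thresholds. Clusters that carried both Treg and Tfh markers were divided once more at resolution 0.5. A cluster carried a marker when its CPM (counts per 1000000 gene UMIs), with 5 added, were at least 1.5 times the median over clusters and it held at least 3 UMIs of the gene, and a name needed at least 3 markers carried. The class with the largest mean log2 ratio gave the name, and a list not from the paper also needed a marker among the 10 leading genes. A cluster stayed unnamed when its median depth was under the median of all cells divided by 3, or when its own markers had a mean log2 ratio under 1 and its 10 leading genes held more markers of another class. These naming and dividing rules were set after the clusters had been seen.

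The lists for the 9 classes came from the paper, which found them on these same cells. Further lists were B-like, monocyte-like, cycling, NK-like, platelet-like, erythroid-like and interferon response genes. The first 3 of these named 162, 19 and 47 cells. No cluster took a platelet-like, erythroid-like or interferon response name, while 28 cells took the last with at most 10% mitochondrial UMIs and 54 at resolution 1.2. The NK-like list, which shares *KLRF1*, *TYROBP* and *FCER1G* with the innate-like list, was used only to describe cells. Of the listed genes, 3 (*CD8B*, *FCN1* and *HBA*) were not among the symbols and were not used here.

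The genes named are every gene the paper names for the single-cell data in its text or labels in its figures, which are of these same cells. For each of the pairs of classes and compartments compared, and for naïve-like against all other cells, the 5 genes with the largest log2 ratio in each direction were named as well. These needed at least 50 UMIs over both groups and a UMI in at least 10% of the cells of the higher group, and a group at 0 was set to a floor of 3 UMIs, with no ratio where the floor alone would turn the direction. The values of some of these genes are not reported here. *RAG1*, *RAG2*, *PTCRA*, *TRAV10*, *TRBV25-1* and *JCHAIN* were chosen outside this rule, after their values were seen, and genes of the marker lists not from the paper, such as *NCR1*, were named where a cell type was weighed.

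UMIs were summed per group and given as CPM with exact Poisson 95% intervals, and ratios with intervals from the exact binomial interval of the split of the UMIs between both groups. Shares have exact binomial (Clopper-Pearson) intervals. Where a count was 0, what it allows is given as the limit of 3 counts of the total, which is lower than the upper end of the exact 95% interval. Shares of cells with a UMI were taken after thinning each cell without replacement to 2200 UMIs, the 10th percentile rounded down to a multiple of 100. Tags were divided with 2-component mixtures on log10(UMIs + 1). Doublet scores came from Scrublet in scanpy 1.11.5 at an expected rate of 6%. Its automatic threshold, a score of 0.675, called 0 cells. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 was used for the rest.

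The ratios and their intervals were tested on simulated sums of UMIs, drawn per gene and group from the Poisson model that the intervals assume. This tests the calculation only, not an uneven spread of UMIs over cells, the clustering or the naming. With 200 changed genes per comparison, the right direction was found in 100% of cases in each of the 4 pairs of classes. An interval without 0 was found for 92% (CD4 CTL-like and Eomes+ Tr1-like), 96% (Th2-like and Th17-like), 97% (Tfh-like and Treg-like) and 86.5% (CD8 CTL-like and innate-like). Intervals held the true ratio in 96.1%, 95.9%, 96.0% and 95.7% of genes in the same order. Other filters, numbers of components, resolutions, tag thresholds, a mean over cells, no thinning and the removal of cells by doublet score were tried.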

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

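The tests in this part were all chosen only after the results were seen. The paper does not report on *DNTT*, *TRAV10* or *TRBV25-1*, or on clusters of monocyte-like or cycling cells, while it does discuss NKT cells by way of *TRAV24*, and *ZBTB16* and *KLRB1* in other cells. There is 1 monkey without a contrast between conditions, so no biological explanation was tested apart from those named.

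*DNTT*, a gene used in receptor rearrangement, stood at 71.5 CPM in naïve-like cells (95% interval 67.4 to 75.7). Free RNA is argued against by 0 *DNTT* UMIs in the B-like control cells, where the naïve-like level would give 40.5. A few immature thymocyte-like cells are argued against by the 957 naïve-like cells with a *DNTT* UMI and by 0 *RAG1* and 0 *PTCRA* UMIs, with 2 *RAG2* UMIs. The 1% of naïve-like cells with the most *DNTT* held 11.5% of its UMIs. A difference in depth is argued against by the thinned shares, 14.5% in naïve-like (13.5 to 15.6%) and 0.894% in all other cells (0.604 to 1.27%). Recent thymic emigrants may be among the naïve-like cells. The log2 ratio of *PECAM1* in naïve-like cells with against without a *DNTT* UMI was 0.046 (-0.067 to 0.16), which leaves this open, because cells that express *DNTT* can have no UMI of it at this depth.

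Both *TRAV10* and *TRBV25-1* had a UMI in 11 cells, of 162 cells with the first and 30 with the second. Independent use of the segments would give 0.550 such cells (interval of the 11, 5.49 to 19.7). Free RNA is argued against by 0 *TRAV10* UMIs in the B-like cells, where the level of all cells would give 21.1. Doublets of a *TRAV10* cell and a *TRBV25-1* cell are argued against by 0 *ZBTB16* UMIs in the 170 cells with 1 of the segments. A candidate explanation is that these are invariant NKT-like cells. *ZBTB16* stood at 259.7 CPM in them (142 to 436), with a UMI in 7 of the 11, and *KLRB1* at 723 (514 to 989), against 79.1 (58.7 to 104) in cells with 1 of the segments. Their median tags were 475 UMIs for CD4 and 1486 for CD8. Counts shared between similar variable segments stay open. They would add UMIs of further segments, and a second *TRBV* gene was found in 1 of the cells, but this covers only the 9 *TRBV* genes with a symbol. Of the 11 cells, 1 was among the highest Scrublet scores. The 170 cells with *TRAV24* held no *ZBTB16* UMI and no *TRBV25-1* UMI. The 11 cells did not separate in the main clustering, where 9 lay in the Th17-like cluster of 328 cells, nor with 10 principal components (10 in a cluster of 461), without a filter on cells (10 in 677) or with at most 10% mitochondrial UMIs (9 in 336). A small cluster held most of them with 30 principal components (10 in 36), at resolution 0.4 (8 in 31), at resolution 1.2 (9 in 34) and with the highest Scrublet scores removed (8 of 10 in 30). Whether these symbols name the macaque counterparts of the human NKT segments was not tested.

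A cluster of 19 monocyte-like cells was found. Free RNA is argued against by 1 *LYZ* UMI in all naïve-like cells, and doublets of monocytes and T cells, as the whole of the cluster, by 11 of the cells without a UMI of the 4 T cell receptor genes. Monocytes carried through the bead selection are a candidate explanation, with *CD14* at 759.8 CPM (615 to 928) and *LYZ* at 7922.5 (7439 to 8429). Doublets stay open for the 4 cells with 5 or more T cell receptor UMIs.

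A cluster of 47 cycling cells had *MKI67* at 224 CPM (181 to 275), a gene on which its name rests. Free RNA is argued against by 1 *MKI67* UMI in all naïve-like cells, and cells of another lineage by the lowest number of T cell receptor UMIs in a cycling cell, which was 3. Their median was 26 such UMIs, against 9 in naïve-like cells. *GZMB* stood at 2935 (2772 to 3105) and *JCHAIN* at 579 (508 to 657). Doublets among them stay open, with a median of 7301 UMIs per cell.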

How the results depend on the processing

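The alternatives were set before the data were examined, except the removal of the 530 highest Scrublet scores and the naming of clusters against their leading genes, which were chosen only after the results were seen. Removing cells called doublets by Scrublet was planned, but 0 cells were called, so it was not run. For the changes below, apart from those without thinning and under the centred log ratio, the cause was not tested. The centred log ratio keeps the order of the cells in each tag, so only the thresholds moved.

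With 10 principal components the shares were 12.4% CD4 CTL-like, 2.54% Eomes+ Tr1-like, 1.80% Th2-like, 5.22% Th17-like, 4.26% Tfh-like, 7.37% Treg-like and 2.43% CD8 CTL-like, and the log2 ratios of *IL10* (0.13, CD4 CTL-like to Eomes+ Tr1-like) and *PDCD1* (-0.39, Tfh-like to Treg-like) reversed. With 30 components Th2-like cells were 2.00%, Th17-like 7.69% and Tfh-like 2.04%. At resolution 0.4 the shares were 14.5% CD4 CTL-like, 1.93% Th2-like, 4.35% Th17-like and 0% CD8 CTL-like, so the CD8 CTL-like and innate-like pair gave no values. At resolution 1.2 they were 56.9% naïve-like, 3.31% Th17-like, 5.66% Tfh-like and 1.03% innate-like, and the log2 ratios of *ZBTB16* (0.57, Th2-like to Th17-like) and *KLRG1* (-0.20, CD8 CTL-like to innate-like) reversed. There 292 cells were Th17-like and 91 innate-like, against 328 and 57 in the main clustering, so these pairs were other sets of cells. With at most 10% mitochondrial UMIs Tfh-like cells were 0% and Treg-like 9.07%, and without a filter on cells Th2-like cells were 1.95% and Th17-like 7.56%.

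With the highest Scrublet scores removed the shares were 61.1% naïve-like, 1.95% Th2-like, 4.47% Th17-like, 4.71% Tfh-like, 3.06% CD8 CTL-like and 0.916% innate-like. Of the CD4 hiCD8 hi cells, 35.3% were then naïve-like and 21.5% CD4 CTL-like. Clusters named against their leading genes gave 5.74% Tfh-like cells.

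The Otsu threshold gave 67.2% CD4 hiCD8 lo, 22.9% CD4 hiCD8 hi and 6.21% CD4 loCD8 hi cells, with 30.2% of the CD4 hiCD8 hi cells naïve-like. Percentile thresholds gave 27.2% naïve-like and 18.2% CD4 CTL-like among CD4 hiCD8 hi cells, and 39.97% CD8 CTL-like among CD4 loCD8 hi cells. The centred log ratio gave 0.453%, 1.53% and 27.3% for the 3 compartments, with 70.7% of the cells low in both tags. It placed 5 of 8 genes of the upper plot of Fig. 3b on the stated side. Under it 50% of CD4 hiCD8 lo cells and 28.9% of CD4 hiCD8 hi cells were naïve-like cells, 5.19% of CD4 hiCD8 hi cells CD4 CTL-like, and 15.6% and 2.24% of CD4 loCD8 hi cells CD8 CTL-like and innate-like. It reversed the log2 ratios of *CCR6* (0.24) and *KLRB1* (0.35) for CD4 hiCD8 lo against CD4 hiCD8 hi cells, of *CCR6* (-0.32), *CCR4* (-1.05), *CTLA4* (-0.29) and *EVA1C* (-0.091) between CD4 hiCD8 hi and CD4 loCD8 hi cells, and of *FCER1G* (0.35) between CD4 hiCD8 lo and CD4 loCD8 hi cells. With 40 cells called CD4 hiCD8 lo, the ratios of *IL23R*, *KLRC1*, *ZNF683* and *PDGFRB* gave no value, because these cells held 0 of their UMIs and the floor of 3 UMIs would set the direction.

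Without thinning, the shares with a UMI were 96.3% for *CD3E* in all cells, 98.6% in naïve-like and 99.8% in CD8 CTL-like cells. In naïve-like cells they were 53.5% for *SATB1*, 12.2% for *TOX2*, 18.3% for *DNTT* and 16.0% for *CD1A*, and 0.362% for *AQP3* in all other cells. They were 5.38% for *IL10* in Eomes+ Tr1-like, 53.5% for *FOXP3* in Treg-like, 10.1% for *ZBTB16* in Th17-like and 10.5% for *CD8A* in naïve-like CD4 hiCD8 lo cells. Deeper counting finds more cells by construction.

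Of 82 log2 ratios between classes, those outside their interval in the same direction were 20 with 10 components, 10 with 30, 17 at resolution 1.2, 9 with a mean over cells and 26 with the highest Scrublet scores removed, and 10 of 66 at resolution 0.4 and 9 of 15 with clusters named against their leading genes. Of 56 between compartments, these were 13 with Otsu, 18 with percentile thresholds, 11 with a mean over cells and 2 with the highest Scrublet scores removed, and 43 of 51 with the centred log ratio, which reversed 7. Apart from the count of 5 above, each count of genes on the stated side that could be computed was within 1.5 times its main value. Depth limits genes with few UMIs, such as *IL4*, *SMPD3* and *KIR2DL4*.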

Differences from the paper's values

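The alternatives named below were set before the data were examined, apart from a pair chosen only after the values were seen and marked so. The paper analysed 8338 cells and 8830 were kept here, so shares have different denominators.

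Tfh-like cells were 2.34% here, and the paper's share is about 5.5% in Fig. 1c, read by eye. The values were within 1.5 times of each other with 10 principal components (4.26%) and at resolution 1.2 (5.66%), but not without a filter on cells (2.06%), with at most 10% mitochondrial UMIs (0%), with 30 principal components (2.04%) or at resolution 0.4 (2.25%). Naming the cluster of 300 cells by its own markers gave 5.74% and removing the highest Scrublet scores 4.71%, both chosen after seeing the values, and under each all 7 genes labelled in Fig. 2e stayed on the stated side.

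CD4 hiCD8 hi cells were 28.8% here, and the paper's share is about 16% in Fig. 3a, read by eye. The Otsu threshold gave 22.9%, within 1.5 times of the paper's value, and the mixture on the centred log ratio 1.53%, which was not. CD4 loCD8 hi cells were 4.73% here against the paper's about 10% in Fig. 3a, read by eye, and neither the Otsu threshold (6.21%) nor the centred log ratio (27.3%) came within 1.5 times of it. Thresholds at percentiles taken from Fig. 3a itself gave 19.3% and 6.60%, the first of which is within 1.5 times of the paper's value. They fix the shares of cells high for each tag, but not how the tags combine.

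The paper states that *CD3E* is highly expressed in all clusters. Of the 9 named classes, 8 stood at 1130.1 CPM or more and cycling cells at 1092, while innate-like cells stood at 485, B-like cells at 297 and monocyte-like cells at 158. It states the same of the CD4 tag. The median was 177 UMIs in CD8 CTL-like (quartiles 103 and 583), 114 in innate-like (96 and 214) and 106 in 155 naïve-like cells of 1 cluster, against 137 in the B-like control cells, and between 337 and 650.0 in the other 6 named classes apart from naïve-like cells (416). CD8 CTL-like cells were divided in this tag: 48.4% lay in the CD4 hiCD8 hi and 6.51% in the CD4 hiCD8 lo compartment, and *CD4* RNA stood at 67.9 CPM (57.3 to 79.9) in the class. The paper states the same of the CD8 tag. The median was 241 UMIs in naïve-like (quartiles 182 and 360) and 243 in Treg-like cells (176 and 362), which were 59.3% and 6.48% of the cells, against 199 in the B-like control cells (162.5 and 252), and between 359 and 1743 in the other 7 named classes.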

Other observations

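All tests in this part were chosen only after the results were seen. The design gives no biological contrast, so no biological explanation was tested apart from those named.

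CD4 loCD8 hi cells had a median CD4 tag of 101 UMIs, against 137 in the B-like control cells. Background tag signal stays open, since these cells were set by a CD4 tag under the threshold of 143 UMIs, which all but fixes this comparison. Poor capture of *CD4* RNA is argued against by 2 *CD4* UMIs in these cells, where the CD4 hiCD8 lo level would give 173. CD8 single-positive cells carried through the bead selection are a candidate explanation, since 0.478% of the cells had a *CD4* UMI, below the 2.61% of the B-like control cells. B cells can bind the antibody differently from T cells, which was not tested.

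In naïve-like CD4 hiCD8 lo cells the CD8 tag could be background alone. This is argued against by 80.8% (76.8 to 84.3%) of the 448 cells with a *CD8A* UMI lying above the CD8 tag median of those without, at medians of 280.0 and 210.0 tag UMIs and depths of 2868.5 and 2831 gene UMIs. The CD4 tag medians were 412.5 and 415. Free *CD8A* RNA is argued against by a log2 ratio of 1.93 (0.79 to 3.38) to the B-like control cells. What share of these cells carries CD8 on the surface stays open.

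Of the 57 innate-like cells, 14 had no UMI of the 4 T cell receptor genes. Shallow cells are argued against by their median of 3868.5 UMIs. NK cells among the innate-like cells are a candidate explanation, with *NCR1* at 319 CPM (189 to 504) in these 14 cells, 85.7 (31.4 to 186) in the 17 cells with 1 to 4 such UMIs and 81.3 (42.0 to 142) in the 26 cells with 5 or more. By *NCR1* the 17 cells lay near the 26 cells. By other genes they lay near the 14 cells. *FCER1G* stood at 2156 (1826 to 2528) in the 17 cells. *TYROBP* stood at 2214, 2613 and 1390 in the 14, 17 and 26 cells, and *KLRF1* at 425, 443 and 183. *CD3E* had 2 UMIs in the 17 cells. *NCAM1* had 0 UMIs in each group, which allows up to 53.1 CPM in the 14 cells. Whether *NCAM1* marks NK cells in this species was not tested, so its absence does not argue against them. *KLRF1*, *TYROBP* and *FCER1G* of the NK-like list also belong to the innate-like list. Doublets of NK cells and T cells may be among the 26 cells, which had a median of 5545.5 UMIs, *FCER1G* at 779.5 (644 to 936) against 2072 (1714 to 2484) in the 14 cells, and 8 cells among the highest Scrublet scores.

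Of the 162 B-like cells, 42 had 5 or more UMIs of the 4 T cell receptor genes. Free RNA as the cause is argued against by the 5 cells with 2 to 4 such UMIs, between 115 cells with at most 1 and these 42. Doublets of a B cell and a T cell are a candidate explanation, with a median of 9359.5 UMIs, where the medians of B-like control cells and T cell classes sum to 7654. Of the 42 cells, 9 (21.4%, 10.3 to 36.8%) were among the highest Scrublet scores, which took 6.00% of all cells. The expected rate gives 13.6 doublets of this kind, a figure that rests on an assumed rate and excludes nothing. Cells with both receptors cannot be told apart from doublets by their median of 12.5 T cell receptor UMIs, against 10 in the T cell classes, since doublets would give the same. Their median of B cell UMIs was 26.5, against 27 in the B-like control cells, and their median tags were 451 for CD4 and 790.5 for CD8.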
